# Decoding spatiotemporal transcriptional dynamics and epithelial fibroblast crosstalk during gastroesophageal junction development through single cell analysis

**DOI:** 10.1038/s41467-024-47173-z

**Published:** 2024-04-09

**Authors:** Naveen Kumar, Pon Ganish Prakash, Christian Wentland, Shilpa Mary Kurian, Gaurav Jethva, Volker Brinkmann, Hans-Joachim Mollenkopf, Tobias Krammer, Christophe Toussaint, Antoine-Emmanuel Saliba, Matthias Biebl, Christian Jürgensen, Bertram Wiedenmann, Thomas F. Meyer, Rajendra Kumar Gurumurthy, Cindrilla Chumduri

**Keywords:** Organogenesis, Stem-cell niche, Oesophageal cancer, Systems analysis

## Abstract

The gastroesophageal squamocolumnar junction (GE-SCJ) is a critical tissue interface between the esophagus and stomach, with significant relevance in the pathophysiology of gastrointestinal diseases. Despite this, the molecular mechanisms underlying GE-SCJ development remain unclear. Using single-cell transcriptomics, organoids, and spatial analysis, we examine the cellular heterogeneity and spatiotemporal dynamics of GE-SCJ development from embryonic to adult mice. We identify distinct transcriptional states and signaling pathways in the epithelial and mesenchymal compartments of the esophagus and stomach during development. Fibroblast-epithelial interactions are mediated by various signaling pathways, including WNT, BMP, TGF-β, FGF, EGF, and PDGF. Our results suggest that fibroblasts predominantly send FGF and TGF-β signals to the epithelia, while epithelial cells mainly send PDGF and EGF signals to fibroblasts. We observe differences in the ligands and receptors involved in cell-cell communication between the esophagus and stomach. Our findings provide insights into the molecular mechanisms underlying GE-SCJ development and fibroblast-epithelial crosstalk involved, paving the way to elucidate mechanisms during adaptive metaplasia development and carcinogenesis.

## Abstract (web summary)

Elucidating the gastroesophageal junction’s development is key to comprehending its disease susceptibility. Here, the authors mapped its development, uncovering cellular diversity and interaction dynamics using advanced spatiotemporal single-cell analysis.

## Introduction

The interplay between epithelial and stromal cells is essential to maintain tissue homeostasis, mount an effective response to local injury, and promote tissue repair^1,2^. Perturbations in this balance caused by chronic abnormal stimuli such as diet and acids promote the metaplastic adaptation of the tissue. GE-SCJ, where esophageal squamous and stomach’s columnar epithelia meet, are hotspots of metaplasia (known as Barrett’s esophagus (BE)) development. BE is a precursor of esophageal adenocarcinomas, whose cases have dramatically increased in the last four decades^3,4^. BE is characterized by the replacement of resident esophageal squamous epithelium with columnar or intestinal cell types usually not present in the tissue^5^. Despite this, why GE-SCJ is susceptible to BE and carcinogenesis remains unclear. Therefore, it is critical to understand the principles of GE-SCJ histogenesis and the temporal evolution of the regulatory landscape of the GE-SCJ niches. These fundamental insights would facilitate the identification of the key regenerative mechanisms and cell-cell interaction networks that deviate from healthy homeostasis toward pathological tissue adaptations.

Advances in single-cell RNA sequencing (scRNA-seq) have enabled an unprecedented path to dissect cellular composition, heterogeneity, and the process of organogenesis. Recently, scRNA-seq studies described heterogeneity and cell identities of healthy adult esophageal or stomach epithelial cells^6,7^, and the impact of aging^8^, mechanical stress^9^, and allergic inflammation^10^ on the healthy esophageal epithelium. Further, scRNA/DNA-seq analysis of epithelial tissue deduced that BE arose from epithelial cells from submucosal glands underlying the esophagus^11^ or stomach cardia^12^ and its mutational landscapes^13^. Nevertheless, a deeper understanding of the evolution and delineation of squamous and columnar epithelial niches of GE-SCJ is essential and remains largely unexplored.

We and others have described the role of fibroblasts in defining the architecture of tissues, supporting the homeostasis of tissue-resident cell types, including epithelial stem cell regeneration and differentiation processes in healthy and disease states^1,14,15^. However, information on the tissue-resident fibroblasts, their heterogeneity, and their role in the specification of epithelial lineages during GE-SCJ histogenesis remains unknown.

In this study, we provided a comprehensive single-cell transcriptomic landscape of epithelia and fibroblasts and their interaction networks. We deciphered the developmental processes critical for GE-SCJ histogenesis and its homeostasis in the adult. We delineated the evolution of the embryonic bipotent primitive epithelium lining the foregut mucosa into the postnatal stratified esophagus and columnar stomach-specific epithelial lineages at GE-SCJ. We found that adult stem cells of GE-SCJ are lineage-committed and transcriptionally distinct from embryonic stem cells. By establishing organoids, lineage tracing, and spatial analysis, we demonstrate that the unique expression of the morphogenic regulators in the spatially defined fibroblasts drive the establishment of squamous and columnar epithelial niches at GE-SCJ. Further, we provide comprehensive insights into the dynamics of signaling and cell-cell communication networks between epithelial and fibroblast subgroups associated with GE-SCJ histogenesis and homeostasis. These insights highlight the importance of niche signaling, provide a valuable resource, and form a basis for understanding the largely unknown mechanisms of GE-SCJ tissue response to damage and the mechanisms behind cellular remodeling that contribute to metaplasia and cancer development.

## Results

### Single-cell map of epithelial lineage development at the GE-SCJ

The adult human esophageal mucosa is lined with stratified squamous epithelium that meets the columnar epithelium-lined stomach at the GE-SCJ (Fig. 1a). Whereas in the mouse, the esophagus opens into the stomach that comprises two regions- a stratified squamous epithelium-lined fore-stomach similar to the esophagus and columnar epithelium-lined stomach (Fig. 1a). To study the developmental process and the evolution of cellular features during GE-SCJ histogenesis, we carried out single-cell transcriptome analyses of the esophagus, GE-SCJ, and stomach tissue samples obtained from embryonic day 15 (E15), E19, newborn (pup), and adult mice. 

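Single cells of the esophagus, the GE-SCJ and the stomach at E15, E19, pup and adult stages were labelled with an oligonucleotide tag per region and stage (10x Genomics 3′ CellPlex), pooled and sequenced together. The authors counted unique molecular identifiers (UMIs) with Cell Ranger multi on the GRCm38 build, assigned cells to tags, and removed barcodes by limits on genes, UMIs and mitochondrial share, which also served as their screen for doublets. They deposited raw UMI counts of 19550 genes named by symbol, without normalization, and a class label from their own clustering for each of 7808 cells. Of the 12 region and stage combinations, 11 are present, because no adult stomach cells were assigned to a tag. Groups held between 143 cells (adult GE-SCJ) and 1403 cells (E19 stomach), with 2302227 to 20070615 UMIs per group. A cell had a median of 10424.5 UMIs, with a range of 519 to 79817. The sample labels give 6 mice for E15, 2 for E19, 2 for the pup and 3 for the adult, whereas the methods state that cells from 3 mice were combined. Cells carry no label of the mouse, so each region and stage is a single pooled sample without replicates, and no differences were tested. No further doublets were removed. Gene levels are given as CPM, the UMIs of a gene summed over the cells of a group and scaled by all UMIs of the group, with exact 95% Poisson intervals in parentheses. Shares of cells carry exact 95% Clopper-Pearson intervals, and log2 ratios an exact interval conditional on the sum of both counts, with 1 UMI added to each sum. These intervals cover counting error only. Squamous and columnar cells follow the authors' epithelial labels, and stroma joins their fibroblast-type and smooth muscle labels. Esophageal epithelium refers to squamous cells of the esophagus and stomach epithelium to columnar cells of the stomach, unless stated. Positions were taken from GENCODE M21 for 110 genes, all of which were found. Some of the genes named in the text were not among those looked up. The postnatal cells from other studies that the authors integrated, and their subclusters, are not analysed here.

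**Figure D1:**
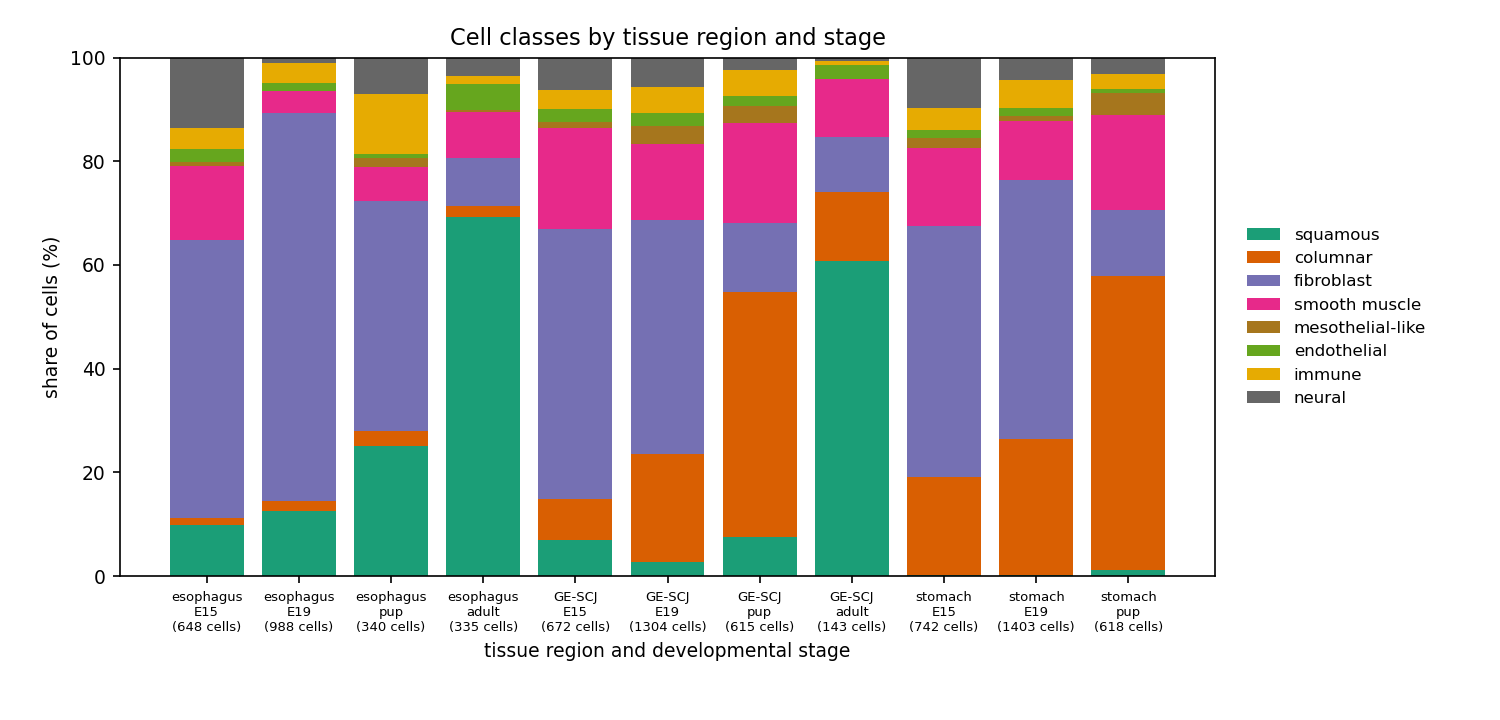
Share of cells of each class (vertical axis, percent of cells) in the 11 region and stage groups (horizontal axis); stacked colors stand for the classes. Squamous cells make up 69.3% of the adult esophagus and 9.88% of the E15 esophagus.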

Although we expected tissue level changes during the different developmental stages of GE-SCJ, the nature of transcriptional shifts, regulatory mechanisms, and the intermediate cell types during the temporal development and GE-SCJ histogenesis is unknown. Towards this, scRNA-seq data offer a vital input source for unambiguously identifying an individual cell (or cell group) based on their transcriptional states. The uniform manifold approximation and projection (UMAP) distribution of the generated time course single-cell transcriptomes showed a clear separation of cells by developmental time at pre- and postnatal stages (Supplementary Fig. 1a). 

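The UMAP projection itself was not recomputed. Separation by stage was measured on the 15 nearest neighbours of each cell, in 30 principal components of log-normalized counts of the 2000 most variable genes, without the regression on mitochondrial share and cell cycle that the authors applied. On average, 76.9% of the neighbours of a cell came from the same stage, against 33.9% with stage labels shuffled over cells. Neighbours from the same side of birth made up 95.4%, against 61.4% after shuffling. The same-stage share moved most with 50 neighbours, to 70.4%. With every cell thinned to 2000 UMIs it was 72.3%, with 163 shallower cells left out. Region and class labels also marked neighbours, with 60.5% from the same region (by random order, 33.5%) and 98.5% of the same class (26.5%).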

We performed unsupervised clustering and annotated based on the expression of known lineage signatures and cell type markers. This analysis revealed the presence of squamous and columnar epithelial, stromal, endothelial, immune, and neural cell populations (Fig. 1b, Supplementary Fig. 1b). 

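The authors' annotation gives 9 labels, which group into the populations named. The largest is the stromal label with 3442 cells (44.1%), followed by columnar epithelium with 1540 cells (19.7%) and smooth muscle with 1027 (13.2%). Squamous epithelium holds 690 cells, and its second label 40. Neural, immune and endothelial labels hold 419, 354 and 157 cells. A second stromal label with 139 cells carries the mesothelial genes *Upk3b* (864 CPM) and *Wt1* (388 CPM), against 1.33 CPM and 0.531 CPM in immune cells, and was kept out of the stroma. Squamous cells in all made up 9.35% of the pool (8.71 to 10.0), and stroma 57.2% (56.1 to 58.3). The labels and the genes come from the same counts, so they are not independent. A class assigned by the marker genes with the largest share of a cell's marker UMIs matched the label in 98.4% of columnar, 95.6% of fibroblast, 87.7% of squamous, 85.3% of smooth muscle, 70.3% of immune, 65.6% of endothelial and 27.2% of neural cells, and in 1 of the 139 cells of the second stromal label. That rule moved the shares most, with columnar cells rising from 19.7% to 26.1% of the pool. Median depth differed between classes, from 25118 UMIs in columnar cells to 7900.0 in neural cells.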

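Among the 2270 epithelial cells of the 3 regions, projected on their own principal components, 98.9% of the 15 nearest neighbours carried the same squamous or columnar label, against 56.3% in random order. The same stage was shared by 84.7% of neighbours, against 29.4%. Within squamous cells alone the same-stage share was 81.0% (29.9% in random order), and within columnar cells 86.5% (38.0%). Adult epithelial cells had 86.1% adult neighbours, and E15 cells 67.1% E15 neighbours with 28.7% from E19.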

UMAP sub-clustering of epithelial cells revealed transcriptionally distinct clusters separated based on squamous and columnar lineages and reflecting their developmental state (Fig. 1c). Since esophageal epithelium at GE-SCJ is predisposed to replacement with non-resident metaplastic epithelium^16,17^, we first focused on understanding the temporal evolution and establishment of epithelial lineages at the GE-SCJ during development (Fig. 1d). To identify precursor cells of squamous and columnar epithelial lineages at the GE-SCJ, pseudotime analysis using scRNA seq data was performed by reconstructing branching developmental trajectories using diffusion maps. This analysis revealed two different lineages branching out from the embryonic epithelial cells at the center from the E15 and E19 stages (Fig. 1e).

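Diffusion maps and pseudotime were not recomputed. How far the lineages had parted at each stage was measured by the correlation of summed squamous and columnar profiles of the GE-SCJ, as Pearson's r of log2(CPM + 10) across 15308 genes. Genes are not independent replicates, so r carries no test. The squamous and columnar profiles had an r of 0.935 at E15 (47 and 53 cells), 0.900 at E19 (34 and 274 cells) and 0.867 in the pup (46 and 291 cells). Resampling the counts from Poisson distributions gave a counting SD of 0.000497 for r at E15. The adult holds 19 columnar cells, fewer than the 20 set as a minimum, and was left out. The 2000 genes most variable between groups moved r most, to 0.774 at E15 and 0.612 in the pup.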

**Fig. 1:**
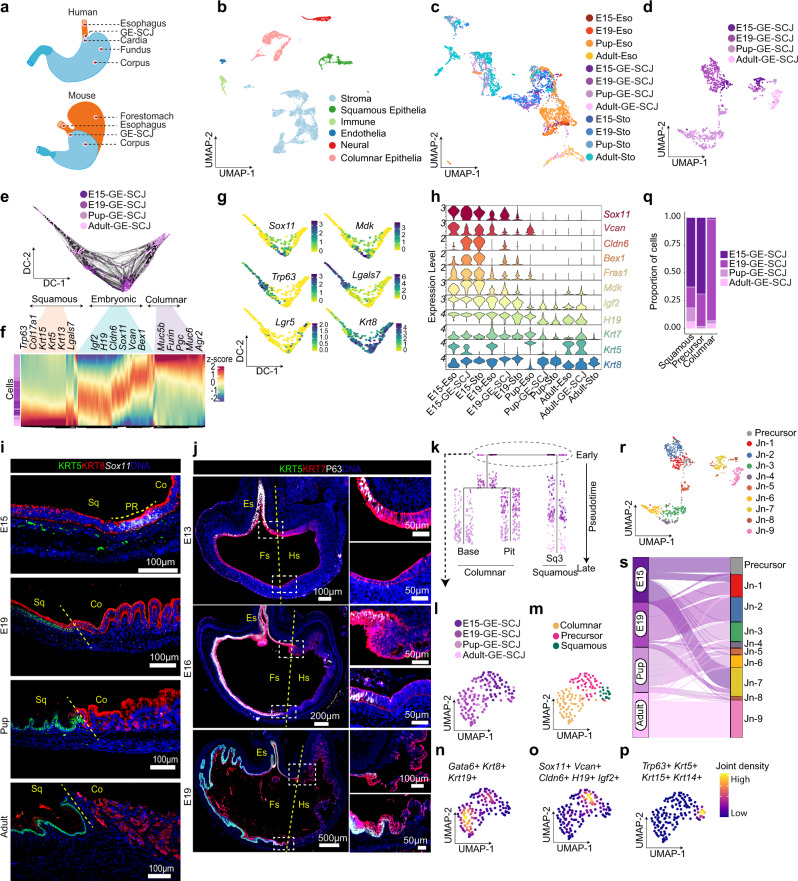
Single-cell map of embryonic to adult epithelial cell type divergence at the GE-SCJ. **a** Schematic of human and mouse adult esophagus and stomach anatomy, including GE-SCJ. **b** UMAP of scRNA-seq data of esophagus, GE-SCJ, and stomach from embryonic day 15 (E15), E19, pup, and adult mice showing six distinct cellular clusters; dots represent single cells, colored by cell types. **c** UMAP of epithelial cells, color-coded by tissue type and time point. **d** UMAP of GE-SCJ epithelial, colored by time point. **e** Diffusion map (DM) illustrates the branching differentiation of GE-SCJ epithelial cells. **f** Heatmap of differentially expressed genes (DEGs) across subclusters, with cells ordered by developmental trajectory as in (**e**). **g** Normalized expression of selected markers, visualized by DM projection as in (**e**). **h** Violin plots show expression levels of specific genes across tissues and stages. **i** smRNA-ISH and immunostaining images of mouse GE-SCJ with *Sox11* (white), KRT5 (green), KRT8 (red), and nuclei (blue). **j** Immunostained images of the mouse stomach, including distal esophagus with KRT5 (green), KRT7 (Red), P63 (white), and nuclei (blue). Magnified view of the boxed GE-SCJ region (Right panel). Sq, Co, PR, Es, Fs, and Hs indicate squamous epithelia, columnar epithelia, precursor cell region, esophagus, forestomach, and hind stomach. Images are representative of three biological replicates in (**i**–**j**). **k** Dendrogram from URD trajectory analysis of GE-SCJ epithelial cells; each dot represents a single cell, colored by time point. Cells are ordered based on pseudotime values, starting from early at the top to late at the bottom of the tree. **l**, **m** UMAP of re-clustered GE-SCJ epithelial subpopulation positive for all selected embryonic markers (*Vcan, Igf2, Sox11*, and *H19*), colored by time point (**l**) and lineage type (**m**). **n**–**p** Joint gene-weighted density estimation of columnar (**n**), precursor (**o**), and squamous (**p**) epithelia. **q** Bar plot of epithelial types relative proportion at GE-SCJ by time point. **r** UMAP showing epithelial subclusters in combined GE-SCJ cells from E15 to adult, colored by cluster. **s** Sankey plot representing the contribution of epithelial cells from each time point to the combined GE-SCJ epithelial subclusters, as shown in (**r**).

Differential expression analysis across GE-SCJ epithelial cell clusters unraveled the gene expression signature associated with embryonic precursor epithelial cells (*Sox11, Igf2, H19, Cldn6, Vcan*, and *Bex1)*^18–24^ committing to either the squamous (*Trp63, Col17a1, Krt5, Krt15, Krt13, Lgals7)* or columnar (*Muc5b, Furin, Pgc, Muc6, Agr2*) epithelial lineages (Fig. 1f, g, and Supplementary Data 2). 

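Over the GE-SCJ cells of the 4 stages together, *Trp63*, on chromosome 16 from 25683763 to 25892102, was at 228 CPM (213 to 244) in squamous and 1.40 CPM (0.895 to 2.08) in columnar cells. For squamous over columnar, the log2 ratio was 7.29 (6.77 to 8.00). The other squamous genes were also higher in squamous cells, by a log2 ratio of 5.68 for *Col17a1*, 6.61 for *Krt15*, 7.07 for *Krt5*, 7.48 for *Krt13* and 8.19 for *Lgals7*. Each of the columnar genes was higher in columnar cells. *Agr2* had 1993 CPM (1972 to 2014) in columnar and 72.0 CPM (63.6 to 81.3) in squamous cells, with a log2 ratio of -4.78. The ratio was -4.69 for *Pgc*, -3.73 for *Muc5b*, -3.29 for *Muc6* and -2.04 for *Furin*. Background was strong for the secreted columnar products. Immune cells of the pool carried 1307 CPM of *Pgc*, more than the 599.7 CPM of GE-SCJ squamous cells, and 64.6 CPM of *Muc6* against 36.6 CPM. Whether free RNA or doublets gave these levels was not tested. Gene levels moved most when mitochondrial, ribosomal protein and hemoglobin genes were left out of the library size, by a median of 0.41 on the log2 scale. Log2 ratios moved most without the 1% of cells with the most UMIs of the gene, by a median of 0.28.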

Next, we analyzed the absolute expression of embryonic precursor, squamous, and columnar epithelial marker genes in the GE-SCJ region across all time points (Fig. 1h). 

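*Sox11* lies on chromosome 12 from 27334264 to 27342574. In GE-SCJ epithelium its level was 319.6 CPM (297 to 344) at E15, 134 CPM (126 to 143) at E19, 4.29 CPM (3.03 to 5.88) in the pup and 16.6 CPM (11.5 to 23.2) in the adult. Immune cells of the same pool, used as a measure of background, carried 10.9 CPM (7.82 to 14.8). At E15, E19, pup and adult, the CPM of the other genes was 3704, 2707, 363 and 434 for *H19*, 831, 455, 75.7 and 91.3 for *Igf2*, 124, 24.9, 1.58 and 4.88 for *Cldn6*, 105, 31.8, 4.85 and 6.84 for *Vcan* and 90.7, 43.4, 9.03 and 4.88 for *Bex1*. As a log2 ratio, E15 over pup gave 6.18 (5.75 to 6.73) for *Sox11*, 6.20 for *Cldn6*, 4.40 for *Vcan*, 3.46 for *Igf2*, 3.35 for *H19* and 3.32 for *Bex1*. For *H19*, the pup level and the adult level over all cells lie near the 428 CPM of immune cells, and for *Bex1* near the 9.56 CPM of immune cells. *Sox11* was also seen in GE-SCJ stroma, at 155 CPM at E15 and 14.5 CPM in the pup. Of the 34 adult *Sox11* UMIs, 29 lie in 6 cells with UMIs of *Vcan*, *Igf2* and *H19*, and the other 100 adult cells had 2.70 CPM (0.875 to 6.29). Over all classes, *H19* was at 2072 CPM in the 24 adult-tagged GE-SCJ cells whose 15 nearest neighbours were mostly prenatal and at 139.9 CPM in the other 119, so the adult levels depend on a few cells.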

We found that cells expressing embryonic precursor-associated gene signatures were lost in the postnatal stages (Fig. 1h, i, Supplementary Fig. 2a, b). However, expression of *Krt7*, previously described as an exclusive marker for the residual embryonic epithelial cell at adult GE-SCJ and implicated in BE development^25,26^ was observed to be expressed in cells across all the time points (Fig. 1h). These observations were further clarified by immunohistochemistry (IHC) and/or single-molecule RNA in situ hybridization (smRNA-ISH) for KRT5, P63, and KRT7 (Fig. 1j, Supplementary Fig. 2c–f). 

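*Krt7* lies on chromosome 15 from 101411043 to 101430313. In GE-SCJ columnar cells it was at 147 CPM (127 to 169) at E15, 150.2 CPM at E19, 49.1 CPM in the pup and 161 CPM (128 to 201) in the adult, where the columnar class holds 19 cells. In squamous cells it was higher at each stage, with 436 CPM (394 to 481) at E15, 1908 CPM at E19, 867 CPM in the pup and 291 CPM (265 to 319) in the adult. The log2 ratio of columnar over squamous ran from -4.14 (-4.33 to -3.96) in the pup to -0.84 (-1.21 to -0.51) in the adult. The adult direction rests on few cells, since the ratio was 0.28 without the 1% of cells with the most *Krt7* UMIs. Immune cells carried 6.88 to 17.3 CPM over the stages. In the esophagus, squamous cells fell from 1227 CPM at E19 to 10.3 CPM in the adult. The E15 esophagus was at 189 CPM, and the pup at 2325 CPM, of which 29 cells of the second squamous label hold most.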

All the epithelial cells lining E13 mucosa express KRT7. However, these KRT7 cells in the esophagus and foregut region differentiate into P63 + KRT5 + cells and show reduced KRT7 expression during squamous stratification. Eventually, KRT7^high^ cells positioned above the P63 + KRT5 + squamous epithelial cells in the esophagus and forestomach sloughed off during the E19 stage, thus visibly demarcating the KRT7^low^ squamous and KRT7^high^ columnar epithelial regions of the esophagus and stomach respectively in the adult stage (Fig. 1j, Supplementary Fig. 2c–f). This data shows that in the adult GE-SCJ mucosa, the columnar and squamous epithelial cells express distinct gene signatures from embryonic epithelium, indicating lineage commitment of these epithelial cells. 

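Between E15 and adult GE-SCJ epithelium, 5659 genes had at least 100 UMIs over both stages. Their median log2 ratio of E15 over adult was 0.38. The 10 genes with the largest ratio toward E15 were *Mdk*, *Ddx3y*, *Cldn6*, *Sox11*, *Bex1*, *Myh10*, *Vcan*, *Upk3bl*, *Fabp4* and *Cldn3*. *Mdk* had 775 CPM at E15 and 24.4 CPM in the adult, a log2 ratio of 4.96 (4.58 to 5.42), and *Cldn3* at the end of the list had 3.61 (2.88 to 4.70). *Ddx3y* is Y-linked. The 10 genes with the largest ratio toward the adult were *Chil4*, *Spink5*, *Serpinb3c*, *Slurp2*, *Krt6b*, *Krt1*, *Serpinb3a*, *Krt14*, *Gm94* and *Cst6*. *Chil4* had 3109 CPM in the adult and 1.80 CPM (4 UMIs) at E15. *Serpinb3c* had no UMI at E15 and was at least 168-fold higher in the adult. *Slurp2* had none either and was at least 149-fold higher. Squamous cells made up 87 of the 106 adult epithelial cells but 47 of the 100 at E15, so the lists also reflect the mix of lineages.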

The tree diagram delineated the epithelial differentiation steps by ordering cells based on their pseudotime values, starting from the early embryonic cells that branch into late squamous (Sq3) and columnar epithelial cells (Gland base and pit) (Fig. 1k). To identify early differentiation events, we extracted the early embryonic cell population and performed re-clustering. This revealed the presence of three subclusters within them, showing higher expression of aforementioned lineage-specific markers for squamous, columnar, and precursor populations (Fig. 1l–p, Supplementary Fig. 1c, d). The cell proportion graph further substantiates our findings that the precursor cell population was only present in the embryonic epithelial cells (at E15 and E19) and, to a very less extent, in the pup but not in the adult stage. 

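A cell was counted as precursor-positive when it had at least 1 UMI of each of *Vcan*, *Igf2*, *Sox11* and *H19*, the genes named in Fig. 1l. In GE-SCJ epithelium this held for 46 of 100 cells (46.0%, 36.0 to 56.3) at E15, 90 of 308 cells (29.2%, 24.2 to 34.6) at E19, 7 of 337 cells (2.08%, 0.839 to 4.23) in the pup and 4 of 106 cells (3.77%, 1.04 to 9.38) in the adult. Immune cells, used as background, were positive in 0 of 82 cells at E15, with an upper limit of 4.40%, and in 4 of 354 over the stages (1.13%). The pup and adult shares at the GE-SCJ overlap this background within counting error. Median depth was 20561.5 UMIs in E15 epithelium, 20373 in pup epithelium and 8266.5 in immune cells. With each cell thinned to 5000 UMIs the shares were 18.6% at E15, 1.014% at E19, 0% in the pup and 2.35% in the adult, with 3, 12, 11 and 21 shallower cells left out. With at least 2 UMIs of each gene they were 28.0%, 11.0%, 0.593% and 1.89%. Thinned, E19 was not distinguishable from the adult. Stromal cells of the GE-SCJ were also precursor-positive, at 44.3% at E15 and 2.49% in the pup, so the 4 genes do not mark epithelium alone. From the cell proportions at each stage, the paper concludes that the precursor cell population was confined to the embryonic epithelium, with a small remainder in the pup and none in the adult. That population is a subcluster from re-clustering of cells positive for the 4 genes, so the counts here cover a broader set.

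**Figure D2:**
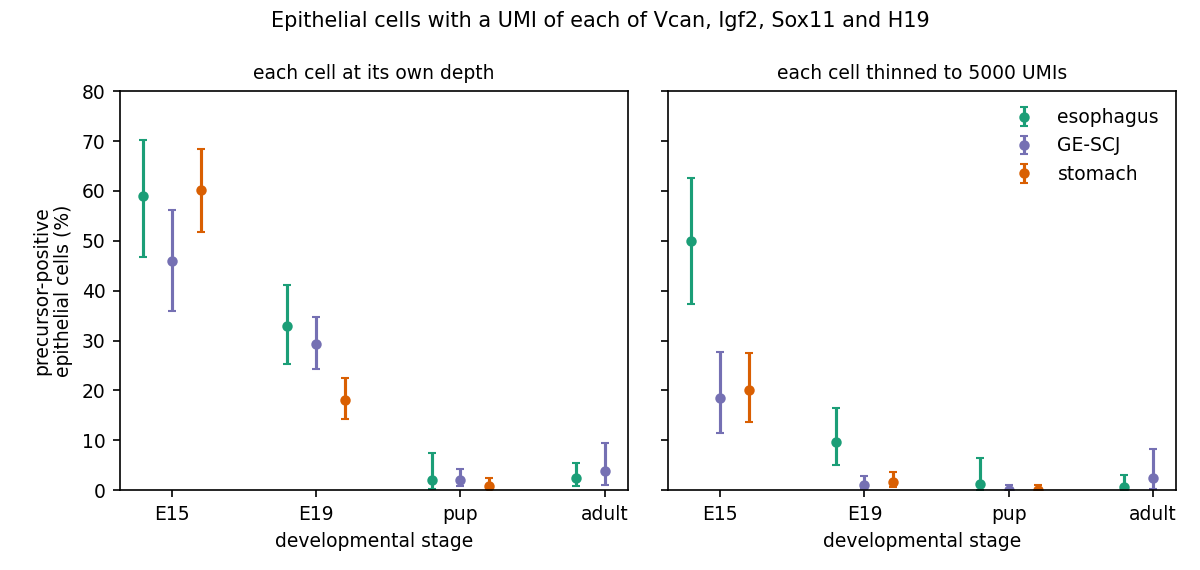
Share of epithelial cells (vertical axis, percent) with at least 1 UMI of each of *Vcan*, *Igf2*, *Sox11* and *H19* by stage (horizontal axis) and region (color), at the cells' own depth on the left and thinned to 5000 UMIs on the right, with exact 95% intervals as error bars. At own depth and at the GE-SCJ the share is 46.0% at E15 and 2.08% in the pup.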

(Fig. 1q). Similarly, the precursor cell population was restricted to embryonic stages in the esophagus and stomach epithelia (Supplementary Fig. 1e–g). 

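In esophageal epithelium with both epithelial labels, precursor-positive cells numbered 43 of 73 cells (58.9%, 46.8 to 70.3) at E15, 47 of 143 cells (32.9%, 25.2 to 41.2) at E19, 2 of 95 cells (2.11%, 0.256 to 7.40) in the pup and 6 of 239 cells (2.51%, 0.927 to 5.38) in the adult. Of the 6 positive adult cells, 4 carried the columnar label, which holds 7 cells in the adult esophagus. In stomach epithelium they numbered 85 of 141 cells (60.3%, 51.7 to 68.4) at E15, 67 of 370 cells (18.1%, 14.3 to 22.4) at E19 and 3 of 358 cells (0.838%, 0.173 to 2.43) in the pup. At 5000 UMIs per cell the esophageal share was 50.0% at E15, 9.76% at E19 and 1.20% in the pup, and the stomach share 20.0%, 1.72% and 0%. The shallower cells left out numbered 7, 20 and 12 in the esophagus and 1, 21 and 13 in the stomach. With *Sox11*, *Cldn6*, *Vcan* and *Bex1* in place of the 4 genes, the esophageal share was 5.48% at E15 and 0.699% at E19, and the stomach share 51.8% and 4.32%. With classes from marker genes, the E15 share was 34.6% in the esophagus and 43.8% in the stomach. The adult stomach is not analysed here.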

Next, to understand the overall GE-SCJ epithelial characteristics, we performed combined clustering of GE-SCJ cells from all time points, revealing nine subpopulations (Jn_1 – 9) together with the projected precursor cell population that were either shared or unique during different developmental stages (Fig. 1r). 

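Of the 147 GE-SCJ epithelial cells with at least 1 UMI of each of the 4 precursor genes, E15 gave 46 (31.3%, 23.9 to 39.5), E19 gave 90 (61.2%, 52.8 to 69.1), the pup 7 (4.76%, 1.94 to 9.57) and the adult 4 (2.72%, 0.746 to 6.82). The pool holds 308 E19 against 100 E15 epithelial cells of the GE-SCJ, and per epithelial cell E15 had the higher share. Thinned to 5000 UMIs per cell, E15 gave 18 of 23 positive cells and E19 gave 3. With *Sox11*, *Cldn6*, *Vcan* and *Bex1*, E15 gave 36 of 73 and E19 gave 33. Columnar-labelled cells made up 36 of the 46 positive cells at E15 and 86 of the 90 at E19. The authors' precursor population came from re-clustering, and its cell list is not analysed here.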

Sankey analysis showed that the precursor cell population was majorly contributed by E15 epithelial cells. In contrast, the postnatal epithelial cells majorly contributed to Jn-3–6 and 8-9 clusters (Fig. 1s).

### Evolution of squamous and columnar epithelia and their transcription factors activity during GE-SCJ histogenesis

Corroborating to scRNA seq data in Fig. 1, we observed that the adult GE-SCJ comprises two epithelial lineages, namely squamous and columnar, each characterized by lineage-specific gene expression patterns. Similar to P63 + KRT5 + and KRT7^high^ expression pattern (Fig. 1j, Supplementary Fig. 2c–f), we observed that KRT8+ cells from the E13 stage differentiate to P63 + KRT5 + squamous and KRT8^high^ columnar epithelia during GE-SCJ development eventually defining the adult GE-SCJ (Fig. 2a–c, Supplementary Fig. 3a–c). Furthermore, the smRNA-ISH analysis confirmed that *Krt5* and *Krt8* mRNA are specifically expressed in the adult esophagus and stomach epithelial cells, respectively (Supplementary Fig. 3d, e). Next, by inducing lineage tracing in *Krt5-CreERT2; Rosa26-tdTomato* and *Krt8-CreERT2; Rosa26-tdTomato* mice (Fig. 2d), we confirmed that the *Krt5* cells regenerate squamous epithelium of esophagus and *Krt8* cells regenerate columnar epithelium of the stomach that meet at GE-SCJ (Fig. 2e, f).

**Fig. 2:**
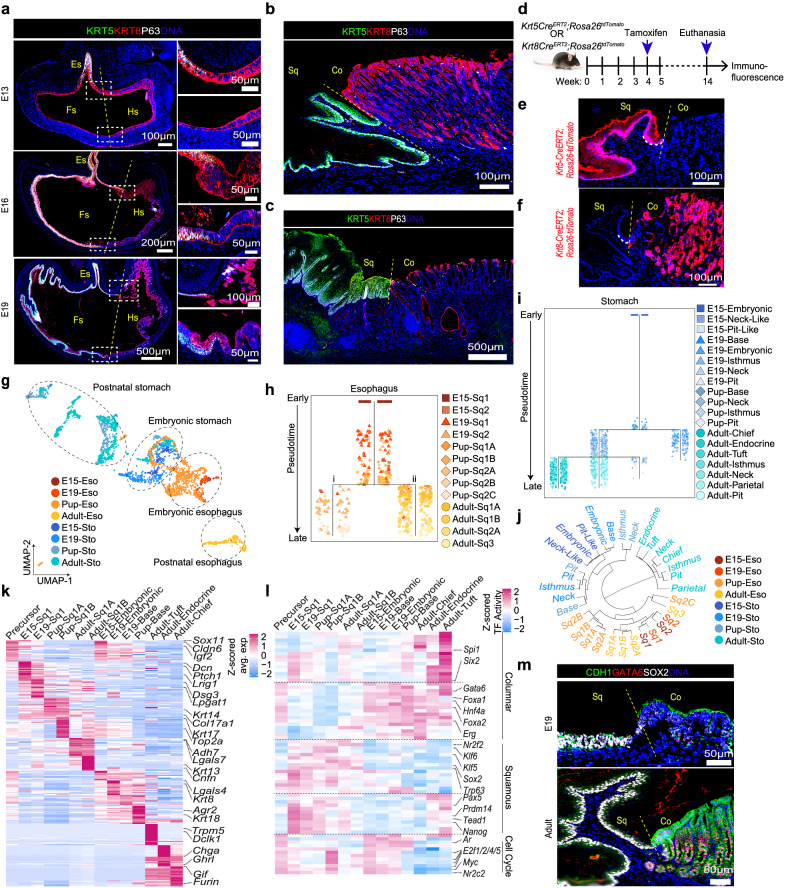
Single-cell data and lineage tracing unravel the evolution of regulatory features of GE-SCJ development. **a**–**c** Tiled images of the entire stomach, including distal esophagus of E13, E16, and E19 mice (**a**); GE-SCJ of the adult mouse (**b**) and human (**c**) immunostained with KRT5 (green), KRT8 (Red), P63 (white), and nuclei (blue). A magnified view of the boxed GE-SCJ regions (right panel) (**a**). **d**–**f** Treatment scheme for lineage tracing of mice (**d**) and tiled images of GE-SCJ tissue sections from *Krt5-Cre*^*ERT2*^*; Rosa26-tdTomato* (**e**) or *Krt8-Cre*^*ERT2*^*; Rosa26-tdTomato* (**f**). Nuclei (blue). The white dotted line indicates the basal cells of squamous epithelia at GE-SCJ. **g** UMAP of esophagus and stomach epithelia (excluding GE-SCJ); cells color-coded by time point. **h**, **i** URD differentiation tree of the esophagus (**h**) and stomach (**i**) epithelial population; each dot represents a single cell, colored by cell type. Cells ordered based on pseudotime values starting from early (top) to late (bottom). **j** Circular dendrogram indicating the similarity between epithelial cell clusters as in (**h**, **i**) from both tissue types at different time points; Font color indicates time point and tissue type. **k** Heatmap showing top 20 DEG across esophagus and stomach epithelial stem cell compartments from the embryonic to adult time points; color bar denotes the z-scored mean expression range from high (deep pink) to low (blue). **l** Heatmap of 20 most variable transcription factors (TF) across epithelial stem cell compartments. The color bar depicts the scaled TF activity scores from high (deep pink) to low (blue). **m** Confocal images of the mouse GE-SCJ immunostained with CDH1 (green), GATA6 (red), SOX2 (white), and nuclei (blue). Sq, Co, Es, Fs, Hs indicate squamous epithelia, columnar epithelia, esophagus, forestomach, and hind stomach, respectively (**a**–**c**, **e**, **f**, **m**). Images are representative of three biological replicates in (**a**–**c**, **e**, **f**, **m**).

Next, we dissected the cell-type specification and subcellular differentiation within squamous and columnar lineage from the scRNA-seq data of E15, E19, pup, and adult esophagus and stomach samples. We clustered epithelial cells from the esophagus and stomach at individual time points separately (Supplementary Fig. 3f, g). 

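In squamous cells of the esophagus, without division into subclusters, *Sox11* was at 496 CPM (453 to 542) at E15, 83.1 CPM at E19, 17.5 CPM in the pup and 5.30 CPM (3.09 to 8.48) in the adult. The CPM of *Vcan* at the 4 stages was 251, 134, 35.0 and 10.3, and that of *Fras1* 67.2, 45.6, 13.4 and 2.18. Taken as E15 over adult, the log2 ratio was 6.47 (5.85 to 7.34) for *Sox11*, 4.57 for *Vcan* and 4.77 for *Fras1*. Immune cells carried 2.95 to 17.3 CPM of *Fras1* and 6.58 to 35.6 CPM of *Vcan*, depending on the stage.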

E15 and E19 esophagus contains early basal stem-like epithelial sub-clusters (Sq1, Sq2), which exhibited higher expression of embryonic developmental genes such as *Sox11, Vcan, and Fras1*. 

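The differentiation genes *Krt13*, *Lor* and *Spink5* were measured over the squamous cells of the esophagus (64, 123, 85 and 232 cells at E15, E19, pup and adult). *Krt13* was at 1772 CPM (1689.8 to 1857) at E15, 8453 CPM at E19, 3711 CPM in the pup and 27514 CPM (27333 to 27696) in the adult. The pup level joins 1456 CPM in 56 cells of the first squamous label and 6915 CPM in 29 cells of the second. *Lor* was at 16.3, 19.9 and 11.3 CPM up to the pup, close to the 12.5 CPM of immune cells, and at 4315 CPM in the adult. *Spink5* was at 20.4, 47.4 and 17.5 CPM, and then 1112 CPM. For adult over E19, the log2 ratio was 1.70 (1.68 to 1.73) for *Krt13*, 7.72 for *Lor* and 4.54 for *Spink5*, and the ratio of pup over E19 was -1.19 (-1.24 to -1.14), -0.73 (-1.94 to 0.20) and -1.37 (-2.29 to -0.67).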

Whereas the actual higher-order differentiation of epithelial cells was observed in postnatal tissues starting from the pup stage (Sq1A, Sq1B, Sq2A, Sq2B, Sq2C, Sq3). Sq1 represented the basal cell population with a remarkably higher expression of *Trp63, Krt5*, and *Col17a1*. Sq2 was positive for parabasal markers like *Jun and Fosb*, while Sq3 was positive for differentiation markers such as *Krt13, Lor*, and *Spink5* (Supplementary Figs. 3f, 4a, c). In the case of the stomach, at E15, all the epithelial cells show high proliferation and expression of embryonic developmental markers. However, two subgroups of cells showed relatively low expression of proliferation (*Mki67, Top2a*) and developmental (*Vcan*) markers, indicating the onset of differentiation of these early epithelial cells into other cell types (Neck-like and Pit-like). 

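In columnar cells of the stomach, the proliferation gene *Mki67* was at 181 CPM (168 to 195) at E15, 129 CPM at E19 and 52.6 CPM in the pup. *Top2a* was at 296, 210.3 and 65.4 CPM, and *Stmn1* at 559, 287 and 126 CPM. As a log2 ratio, E15 over E19 gave 0.48 (0.35 to 0.62) for *Mki67*, 0.49 for *Top2a* and 0.96 for *Stmn1*. Embryonic genes changed more, with *Sox11* at 245, 52.8 and 3.24 CPM and a ratio of 2.21, and *Vcan* at 116, 25.7 and 3.33 CPM and a ratio of 2.17. Immune cells, which also proliferate, had 242 CPM of *Mki67* at E15.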

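Gland genes were compared between E15 and E19 columnar cells of the stomach (140 and 366 cells). The pit genes rose, *Gkn2* from 122 to 671 CPM with a log2 ratio of E19 over E15 of 2.46 (2.33 to 2.60), and *Tff1* from 1568 to 6829 CPM with a ratio of 2.12 (2.08 to 2.16). *Atp4a* rose from 69.4 to 232 CPM, a ratio of 1.74 (1.56 to 1.93). Immune cells carried 176 CPM of *Gkn2*, 426 of *Tff1* and 98.0 of *Atp4a*, so at E15 *Gkn2* and *Atp4a* did not exceed this level. Median depth was 24673 UMIs in E15 columnar cells of the stomach and 8266.5 in immune cells. A comparison in CPM therefore does not decide whether these genes were at background. *Muc6* had 209 CPM at E15 and 91.1 CPM at E19, a ratio of -1.20 (-1.34 to -1.06), which was 0.25 without the 1% of cells with the most *Muc6* UMIs. *Lgr5* had 9.84 CPM (6.96 to 13.5) and 15.9 CPM (13.5 to 18.7), a ratio of 0.67 (0.17 to 1.25). *Axin2* had 4.40 CPM (2.56 to 7.05) and 4.19 CPM (2.99 to 5.70), and *Chga* 6.73 and 4.92 CPM, with immune cells at 1.86 CPM of *Axin2* and 3.72 CPM of *Chga*. The isthmus genes were lower at E19, with a ratio of -0.96 (-1.04 to -0.88) for *Stmn1* and -0.48 for *Mki67*.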

The presence of epithelial cell types defining the stomach gland region was evident only from E19, which contains cells expressing *Lgr5, Axin2, Chga* (Base), *Atp4a, Muc6* (Neck)*, Stmn1, Mki67* (Isthmus), *Gkn2, Tff1* (Pit) genes (Supplementary Figs. 3g, 4b, d). Cell type proportion analysis across both samples at pre- and postnatal stages showed that early embryonic columnar epithelial cells were present only in the E15 and E19 stomach samples. However, in the case of the esophagus, the basal squamous epithelium was shared at all the time points in opposition to differentiated cells that were present only during postnatal time points (Supplementary Fig. 4e). Combined clustering of epithelial cells from both esophagus and stomach across all time points revealed that the clustering of cells was not only driven by cell type but was also influenced by tissue type and developmental stages (Fig. 2g).

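With the 1419 epithelial cells of the esophagus and the stomach projected together, 98.9% of the 15 nearest neighbours shared the class, 93.9% the region and 84.8% the stage. Random order gives 53.7%, 52.5% and 28.3%. Class and region nearly coincide, since most squamous cells come from the esophagus and most columnar cells from the stomach. Within squamous cells the same-region share was 95.8% against 95.5% in random order, and within columnar cells 92.7% against 90.3%. The same-stage share within the classes was 83.5% (31.0%) and 85.6% (37.0%).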

Pseudotime analysis of esophagus epithelial cells showed linear trajectory starting from E15, branched into two trajectories leading to differentiated states of i) E19 (Sq2) and pup (Sq2c) and ii) adult (Sq1-3) (Fig. 2h). Whereas, in the stomach, we recovered a branching tree which clearly showed the ordering of cells from embryonic to adult time points with cells from base region confined separately from cells that belong to neck and pit regions (Fig. 2i). Additionally, in the rightmost branch of the trajectory, a combination of cells mostly from E15, E19 and few from pup time points exhibited expression of early embryonic markers like *Sox11, Vcan*, while differentiated cells such as *Chga* and *Muc5ac* were found in the left trajectories mainly in pup and adult states (Supplementary Fig. 4f-i). Since scRNA-seq data represents the cell’s transcriptome at a given time, it is inferred that the embryonic differentiated cells (neck-like and pit-like), which are distinct from the differentiated adult cells on the rightmost branch, could indicate transient states and may differentiate to the adult type or likely shed off during development. 

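Summed profiles of squamous cells of the esophagus and columnar cells of the stomach had an r across genes of 0.911 at E15, 0.886 at E19 and 0.801 in the pup. The pup squamous profile joins 56 cells of the first squamous label and 29 of the second, which differ in *Trp63* and *Krt13*. Between stages within a lineage, E15 and E19 squamous cells of the esophagus had 0.954, and E15 and adult squamous cells 0.857. The E15 squamous profile was thus nearer to E15 columnar cells than to adult squamous cells by this measure. With the 2000 most variable genes, the same pairs had 0.666 at E15 across lineages and 0.575 from E15 to adult squamous cells. The Euclidean dendrogram of the subclusters was not recomputed.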

Dendrogram analysis of identified cell types within the esophagus and stomach from all time points also confirmed that squamous and columnar epithelial cells were transcriptionally dissimilar (Fig. 2j). In the esophagus, basal and parabasal cells occupy separate subbranches, while highly differentiated cells (Sq2C-Pup and Sq3-Adult) appeared in a distinct subbranch, revealing transcriptional distinction between these cell types. Similarly, in the stomach, epithelial cells from the adult time point formed a separate branch, emphasizing the well-developed glandular units comprising complex cell types distinct from earlier developmental time points.

To understand the transcriptional difference and essential regulators underlying precursor cell population and stem cell compartment of the lineage-committed esophagus and stomach epithelia, we performed differential expression (DE) and transcription factors (TF) activity analysis (Fig. 2k, l, and Supplementary Data 3, 4). DE analysis showed some transcriptional similarity of precursor cell population with embryonic stem cell compartment. However, no similarity was observed with the postnatal stem cell compartment (Fig. 2k, and Supplementary Data 3). 

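The 136 precursor-positive E15 and E19 epithelial cells of the GE-SCJ, summed, were correlated with 8 epithelial groups of the esophagus and stomach. Stem cell compartments were not separated. The closest was the E15 columnar group of the stomach, with an r of 0.983. Prenatal groups gave 0.908 to 0.983 and postnatal groups 0.826 to 0.930, so the ranges overlap. With log2(CPM + 1), E19 columnar cells of the stomach were the closest, at 0.976. With the 2000 most variable genes, prenatal groups gave 0.661 to 0.953 and postnatal groups 0.478 to 0.847. The cells come from E15 and E19 and were picked by 4 genes high before birth, and both favor prenatal groups, so this comparison does not test whether the cells resemble prenatal more than postnatal epithelium.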

We computed TF activities based on the expression levels of their target genes. TF-target interactions were sourced from curated evidence with high confidence levels using DoRothEA^27^. This analysis revealed an overlap of cell cycle-related genes between the precursor cell population and the early-stage stem cell compartment, correlating to the higher proliferation. Columnar lineage stem cells of the stomach were enriched for the TF activities of *Gata6, Foxa1/2*, and *Hnf4a*^28–30^, which were also enriched but at a lower extent in the precursor cell population, suggesting the shared identity of columnar stem cells and precursor cells. Squamous lineage-defining *Trp63, Sox2*, and *Klf5*^31^ genes are only expressed in the esophageal epithelial cells. 

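*Trp63* in esophageal epithelium was at 268, 167 and 195 CPM at E15, E19 and pup, against 2.33, 1.36 and 0.701 CPM in stomach epithelium, a log2 ratio of 6.70 (5.90 to 7.99) at E15. The esophageal pup level joins 333 CPM in 56 cells of the first squamous label and no UMI in 29 cells of the second. *Sox2*, on chromosome 3 from 34650405 to 34652461, was at 245, 214 and 95.6 CPM in esophageal and 90.1, 63.1 and 11.7 CPM in stomach epithelium, with ratios of 1.45 (1.20 to 1.69), 1.76 (1.57 to 1.95) and 3.03 (2.63 to 3.42). Immune cells had 7.17 CPM (4.73 to 10.4), so the stomach levels at E15 and E19 lay above background. *Klf5*, on chromosome 14 from 99298691 to 99315036, was at 700.3, 799 and 808.1 CPM in esophageal and 684, 613 and 307 CPM in stomach epithelium, with ratios of 0.04 (-0.09 to 0.16), 0.38 (0.30 to 0.47) and 1.40 (1.28 to 1.51), and at 58.5 CPM in immune cells. In adult squamous cells of the esophagus, *Trp63*, *Sox2* and *Klf5* were at 170.1, 132 and 456 CPM.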

SOX2 expression was confirmed to be high in the squamous epithelium, aligning with previous findings^32^, and GATA6 was highly expressed in the columnar lineage at the GE-SCJ (Fig. 2m, Supplementary Fig. S4j). GATA6 expression was confined specifically to the lower part of the stomach gland, suggesting that it might play a role in columnar stem cell maintenance and differentiation that needs to be further elucidated. In line with this, other studies have shown that GATA6 regulates intestinal epithelial proliferation, lineage maturation, and BMP repression^33–35^. Further, TFs such as *Nanog, Tead1, Prdm14, Pax5*^36,37^ activity were enriched in the early-stage squamous epithelium and specific cell states of columnar epithelia (Fig. 2l, and Supplementary Data 4). However, their mechanistic role in lineage commitment within the squamous and columnar epithelia is unclear and an avenue for future research. Thus, this study provides the temporal landscape of the TF activity of epithelial stem cells during GE-SCJ development.

### Single-cell fibroblast atlas and their temporal dynamics during GE-SCJ histogenesis

To gain insights into the heterogeneity of the stromal fibroblast population, which shapes epithelial morphogenesis, we analyzed stromal cells from the pre- and postnatal esophagus, stomach, and GE-SCJ tissue regions. As a result, we identified a clear separation of stromal clusters according to pre- and postnatal developmental stages (Supplementary Fig. 5a, b). 

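Among the 4469 stromal cells of the 3 regions, 97.7% of the 15 nearest neighbours came from the same side of birth, against 74.9% with shuffled stages, and 80.8% from the same stage (40.7%). By raw share, adult stroma was mixed most, with 62.8% adult neighbours, 19.5% from the pup and 10.4% from E19 over 92 cells. Random order would give it 2.04% adult neighbours. For E19 stroma, 83.4% of neighbours came from E19, against 54.1% in random order. Relative to random order, adult stroma was thus not mixed most. The same-stage share moved most when every cell was thinned to 2000 UMIs, to 70.9%.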

Next, to elucidate the pivotal role of underlying fibroblasts in steering the development of distinct squamous and columnar epithelia, we focused on the esophagus and stomach fibroblast cells, excluding the GE-SCJ, as it is a blend of the esophagus and stomach stromal niche (Fig. 3a). 

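Where GE-SCJ stroma lies between the other regions was measured on the 20 genes with the largest repeated difference between esophageal and stomach stroma. On the log2 scale, with the stomach level set to 0 and the esophageal level to 1 for each gene, the median position of the GE-SCJ was 0.338 at E15, 0.233 at E19 and 0.195 in the pup. The GE-SCJ level lay between the others for 18, 19 and 16 of the 20 genes. These genes were picked for the largest difference between the other regions in the same counts, which favors a level between them. No control genes or groups were run, so these counts do not test whether the GE-SCJ is a blend. In the pup, 3 of the genes had no UMI in GE-SCJ and stomach stroma, and their position rests on the 1 UMI added to each sum.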

Unsupervised clustering of combined-fibroblast (C-FB) population revealed 16 transcriptionally distinct cellular subsets segregated based on tissue region and time points (Fig. 3b, Supplementary Fig. 5c). Euclidean distance measurement showed that fibroblast subpopulations from the embryonic stage grouped together and are distinct from the postnatal stromal clusters. Thus, pre- and postnatal fibroblasts possess distinct transcriptional properties (Fig. 3c). These subclusters were grouped into 4 major types based on the cell’s transcriptional state similarity (Fig. 3d). 

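Summed stromal profiles of the esophagus and the stomach, 7 groups in all, had an r across genes of 0.951 to 0.986 between prenatal groups, 0.909 to 0.956 between postnatal groups and 0.845 to 0.943 across birth. Every prenatal pair was thus closer than any pair across birth, while the postnatal range overlapped the latter. Postnatal groups were shallower, with 332961 to 1004749 UMIs against 4943260 to 8542455 before birth. Counting noise lowers r for pairs with a postnatal group, and r at matched depth was not computed. Smooth muscle cells also made up 42 of 781 stromal cells in the E19 esophagus and 30 of 61 in the adult esophagus. With the 2000 most variable genes, the ranges were 0.867 to 0.967, 0.838 to 0.915 and 0.666 to 0.883, so prenatal pairs then overlapped too. The groups are whole regions and stages rather than the authors' subclusters, and without the postnatal cells from other studies. From the Euclidean distance between fibroblast clusters, the paper concludes that pre- and postnatal fibroblasts possess distinct transcriptional properties.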

Group-1 includes C-FB1, C-FB11, and C-FB15 consisting of cells from all the time points, represented by smooth muscle cells that highly expressed *Acta2, Myh11, Tagln* (Fig. 3a, d, f, Supplementary Data 5). 

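*Acta2*, *Myh11* and *Tagln* were compared between the authors' smooth muscle label and their fibroblast-type label in the 7 esophagus and stomach groups. *Acta2* had 12050.4 CPM (11849 to 12254) in smooth muscle cells of the E15 esophagus and 1006 CPM (974 to 1038) in fibroblasts. The log2 ratio of smooth muscle over fibroblast ran from 3.38 (esophagus, E19) to 6.78 (esophagus, adult) for *Acta2*, from 4.27 (stomach, pup) to 7.84 (esophagus, pup) for *Myh11* and from 3.84 (esophagus, E19) to 6.09 (esophagus, adult) for *Tagln*. The label comes from the same counts as the genes.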

Groups 2 and 3 expressed fibroblast marker genes (*Col1a1, Col3a1, Dcn, Lum, Postn*) segregated into embryonic and adult fibroblasts, respectively^38^. 

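The matrix genes were compared the other way, fibroblast over smooth muscle label. The log2 ratio was above 0 in the 7 groups for *Col1a1*, from 1.05 (stomach, pup) to 3.17 (esophagus, adult), for *Col3a1*, from 1.19 (stomach, pup) to 3.92 (esophagus, E19), for *Dcn*, from 1.29 (stomach, pup) to 5.76 (esophagus, E15), and for *Lum*, from 1.69 (stomach, pup) to 6.31 (esophagus, adult). *Postn* did not follow, with a ratio of 4.27 (3.52 to 5.47) in the E15 esophagus, -1.13 (-1.55 to -0.67) in the pup esophagus and -1.12 (-1.54 to -0.68) in the E15 stomach. In the pup stomach the *Postn* ratio was 0.35, and -0.13 when every cell weighed the same. In fibroblasts of the esophagus, *Lum* rose from 739 CPM at E15 to 4159 CPM in the adult, and *Dcn* from 4644 to 11339 CPM.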

Group 4 type fibroblasts (C-FB7) expressed muscle cell phenotypic markers such as *Acta1*, *Tnnt3, and Mb* and formed a distinct cluster (Fig. 3d, f Supplementary Data 5). 

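Over the stroma of each region, muscle genes were low. *Acta1* was at 8.50, 3.23 and 6.73 CPM at E15, E19 and pup in the esophagus and at 6.58, 9.01 and 3.98 CPM in the stomach, with 2.39 CPM (1.09 to 4.54) in immune cells. Taken as esophagus over stomach for *Acta1* at E19, the log2 ratio was -1.44 (-2.21 to -0.81), and 0.51 in the fibroblast label alone. *Tnnt3* had a ratio of 4.32 (3.09 to 7.03) in the pup, where the esophagus was at 78.1 CPM (59.3 to 101). *Mb* had 1 UMI in the E15 and 1 UMI in the adult esophagus, and none in the other esophageal groups, too few to compare.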

Validation of ACTA2 and POSTN proteins in mouse E19 and Adult GE-SCJ showed the presence of two distinct Group1 and Group 2-3 fibroblast populations (Fig. 3e, Supplementary Fig. 6a, b). Among Group 2 and 3 fibroblast clusters, C-FB2-4, 10, and 16 enriched for the collagen-related genes, suggesting their role in establishing mechanical structure during development. C-FB9 is highly enriched for the proliferation marker genes *Mki67, Top2a*, and *Stmn1*, suggesting a putative fibroblast precursor cell population in the embryonic stage. 

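Proliferation genes were measured over whole stroma, since clusters were not separated. *Mki67* in esophageal stroma was at 101 CPM (92.1 to 110.0) at E15, 77.1 CPM at E19, 25.6 CPM in the pup and 6.01 CPM (2 UMIs) in the adult, and in stomach stroma at 192, 141 and 48.8 CPM. *Top2a* was at 225, 146 and 62.0 CPM in the esophagus and 361, 275 and 62.7 CPM in the stomach, and *Stmn1* at 519, 338 and 71.4 and 743, 651 and 105 CPM. For E15 over pup in the esophagus, the log2 ratio was 1.91 (1.32 to 2.72) for *Mki67*, 1.83 for *Top2a* and 2.83 for *Stmn1*, and in the stomach 1.95, 2.50 and 2.80. The difference of *Mki67* between pup esophagus and stomach, with a ratio of -0.89, changed to 0.02 without the 1% of cells with the most *Mki67* UMIs.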

C-FB6 and C-FB8 derived from the postnatal tissue enriched for the Wingless-related integration site (WNT) inhibitor genes *Dkk2* and *Sfrp4*, indicating their role in the WNT signal modulation. 

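*Rgs5* in whole stroma had a log2 ratio of esophagus over stomach of -1.30 (-1.48 to -1.13) at E15, -0.81 (-0.93 to -0.69) at E19 and -4.43 (-4.98 to -4.00) in the pup. In the adult esophagus it was at 1769 CPM (1629 to 1918), against 51.2 CPM in the pup. Smooth muscle cells made up 22 of 173 stromal cells in the pup esophagus, 113 of 191 in the pup stomach and 30 of 61 in the adult esophagus. The pup ratio and the adult level of *Rgs5* may therefore also reflect this mix, and levels within each label are not given here. *Fn1* had ratios of -0.12 (-0.19 to -0.05) at E15, 0.20 (0.15 to 0.24) at E19 and 1.08 (0.90 to 1.27) in the pup, so its direction differed between E15 and the later stages. Its level in the adult esophagus was 2072 CPM.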

The C-FB12 cluster expressed *Rgs5* and *Fn1*, previously characterized as pericyte-like cells^39^. 

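*Bmp4* and *Ptch1* were higher in stomach than in esophageal stroma at the 3 stages that hold both. The log2 ratios of esophagus over stomach for *Bmp4* were -0.59 (-0.73 to -0.45) at E15, -1.43 (-1.54 to -1.32) at E19 and -1.84 (-2.35 to -1.40) in the pup, and those for *Ptch1* -0.27, -1.07 and -2.26. *Bmp4* in the E19 stomach was at 307 CPM (296 to 319), and *Ptch1* at 565 CPM (549 to 581).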

C-FB13 exhibited strong expression of *Bmp4, Ptch1* which mediates key signaling pathways like Bone Morphogenetic Proteins (BMP) and Sonic Hedgehog (SHH), indicating a potential role in the epithelial morphogenesis during development^40,41^ (Fig. 3d, f, Supplementary Data 5). We further identified the transcriptional signatures of fibroblasts specific to tissue regions (esophagus or stomach specific) and developmental stages with few markers shared over time for both esophagus and stomach (Fig. 3a, f, Supplementary Fig. 5d, f, Supplementary Data 5). 

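Of 11656 genes with at least 100 UMIs over esophageal and stomach stroma, 44.1% had the same direction of difference at E15, E19 and pup, where independent signs would give 25%. The median log2 ratio of esophagus over stomach over these genes was -0.11 at E15, -0.10 at E19 and -0.05 in the pup. Genes were ranked by the smallest of their 3 ratios in size. Among the 10 highest toward the esophagus were *Gm43050*, *Tbx5*, *Foxc1*, *Cntn4*, *Tbx18*, *Nkx6-1*, *Col6a6*, *Thbs4* and *Vstm2a*. *Nkx6-1* at E15 had 132 CPM in the esophagus and 6.76 CPM in the stomach, a log2 ratio of 4.25. The 10 highest toward the stomach were *Tmem156*, *Khdrbs2*, *Barx1*, *Srpx2*, *Isl1*, *Kcnmb2*, *Slitrk5*, *Bmp5*, *Fam162b* and *Hand2os1*. *Barx1* had 62.1 CPM in the esophagus and 589.6 CPM in the stomach at E15, with ratios of -3.24, -3.51 and -4.27 at the 3 stages. *Isl1* had -4.56, -4.65 and -3.16. The pup esophagus is the shallowest of these groups, and 7 of the genes named for the esophagus rest there on fewer than 40 UMIs. For *Hand2os1* the pup ratio of -2.80 turned to 0.07 with classes from the marker genes.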

The Sankey analysis highlighted the shared (C-FB2, 5, 8, 9, 14, 15, 16) or mutually exclusive (C-FB1, 3, 4, 6 for esophagus and C-FB10, 11, 12, 13 for stomach) cluster contributions of different stromal cell sub-types across the tissue during development (Fig. 3g, h). Similarly, we individually examined the distribution and heterogeneity of fibroblast types within the esophagus and stomach at all time points. We observed a clear separation of the fibroblast population between the pre- and postnatal stages, while some fibroblast states were shared across the developmental stages (Supplementary Fig. 5g–l).

**Fig. 3:**
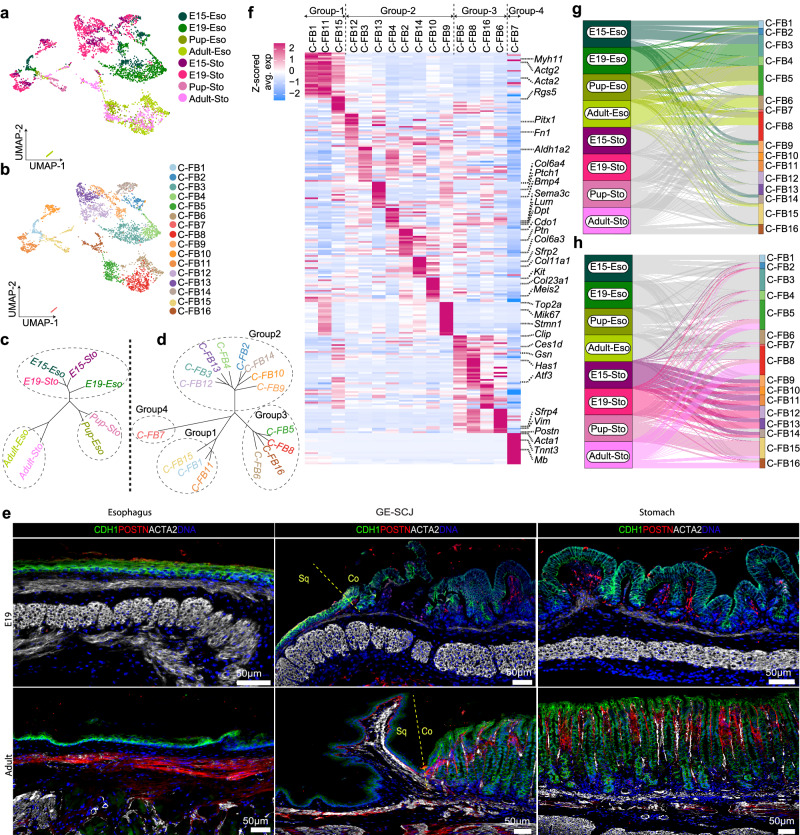
Fibroblasts organization during GE-SCJ development. **a**, **b** UMAP of combined fibroblast (C-FB) cell clusters from esophagus and stomach samples; colored by tissue type and time point (**a**) in shades of green and magenta, respectively, and cluster annotation (**b**). **c**, **d** Dendrograms highlighting the similarity between fibroblast cell clusters from esophageal and stomach tissue types at different time points (**c**) and at annotated cluster levels (**d**); font color denotes subclusters as in figures (**a**, **b**), respectively. **e** Tiled images of mouse esophagus, GE-SCJ, and stomach tissue sections from E19 and adult stages immunostained with CDH1 (green), POSTN (red), and ACTA2 (white) and nuclei (blue). Images are representative of three biological replicates. Sq, Co indicates squamous and columnar epithelia, respectively. **f** Heatmap of top 20 DEG across fibroblast subclusters as in (**b**) and subclusters were grouped as in (**d**); Color bar denotes the z-scored mean expression values ranging from high (deep pink) to low (blue). **g**, **h** Sankey plots highlighting the contribution of fibroblast cells from the esophagus (**g**) and stomach (**h**) samples at each time point to the subclusters, as shown in (**b**).

Our previous study^14^ shows that Wnt signaling between epithelia and stromal microenvironment plays a crucial role in dictating lineage specification. 

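*Rspo3* lies on chromosome 10 from 29452416 to 29535867. In esophageal stroma it was at 41.3 CPM (35.8 to 47.3) at E15, 9.00 CPM (6.98 to 11.4) at E19, 86.2 CPM (66.4 to 110.1) in the pup and 27.0 CPM (12.4 to 51.3) in the adult. In stomach stroma it was at 43.9 CPM (38.5 to 49.8), 36.8 CPM (32.8 to 41.1) and 99.5 CPM (81.0 to 121) up to the pup. As a log2 ratio, esophagus over stomach gave -0.09 (-0.36 to 0.19) at E15, -2.01 (-2.43 to -1.64) at E19 and -0.20 (-0.68 to 0.26) in the pup. At E19 it moved most, to -3.46, when stroma was taken from the fibroblast label alone. Smooth muscle cells of the E19 esophagus held 102 CPM and its fibroblasts 2.87 CPM. GE-SCJ stroma had 104, 78.8, 138 and 107 CPM at the 4 stages. Squamous cells of the esophagus had up to 3.05 CPM and immune cells 0.797 CPM.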

Here, we observed that *Rspo3*, a key WNT signaling agonist known for regulating stem cell regeneration^42^, was expressed by a subset of fibroblasts in both esophagus and stomach (Fig. 4a, c–f). Interestingly, the proximity of *Rspo3* signals to the epithelial stem cell compartment of the esophagus and stomach differed. The average distance of the *Rspo3* signals to the epithelia is greater in the esophagus than in the stomach (Fig. 4d–f). On the contrary, *Dkk2*, a WNT inhibitory morphogen^43,44^, was strongly expressed in the fibroblasts and smooth muscle cells of the esophagus with relatively low expression in the stomach (Fig. 4b, c, g–i and Supplementary Data 6). 

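*Dkk2* lies on chromosome 3 from 132085292 to 132180304. In esophageal stroma it was at 16.0 CPM (12.7 to 19.9) at E15, 4.70 CPM (3.28 to 6.54) at E19 and 8.08 CPM (2.97 to 17.6) in the pup, and in stomach stroma at 51.4 CPM (45.5 to 57.7), 42.3 CPM (38.0 to 46.9) and 14.9 CPM (8.36 to 24.6). Taken as esophagus over stomach, the log2 ratio was -1.67 (-2.06 to -1.32) at E15, -3.13 (-3.71 to -2.66) at E19 and -0.76 (-2.54 to 0.56) in the pup, lower in the esophagus at E15 and E19 and not distinguishable in the pup. In the adult esophagus, *Dkk2* rose to 255 CPM (204 to 316), with 85 UMIs in 61 stromal cells, and to 514 CPM in fibroblasts against 11.7 CPM in smooth muscle cells. The ratio of the adult over the E15 esophagus was 4.00 (3.54 to 4.46). The adult stomach is not analysed here, so the regions were not compared in the adult. Leaving out the 1% of stromal cells with the most *Dkk2* UMIs moved the E15 ratio to -2.83 and took the E15 esophagus from 79 to 29 UMIs.

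**Figure D3:**
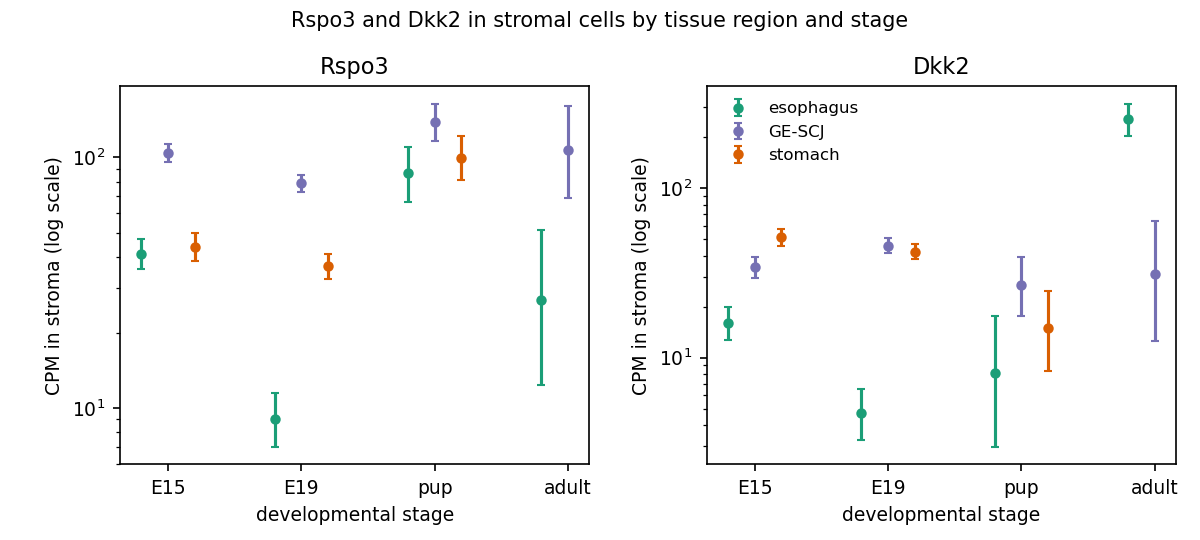
Levels of *Rspo3* and *Dkk2* (vertical axis, CPM on a log scale) in stroma of the esophagus, GE-SCJ and stomach (colors) by stage (horizontal axis), with exact 95% Poisson intervals as error bars. *Dkk2* reaches 255 CPM in the adult esophagus and 51.4 CPM in the E15 stomach.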

Further, expression of *Kremen1*, a receptor of DKK2^44^, is observed only in the esophageal epithelial cells (Fig. 4m), suggesting the establishment of the WNT inhibitory microenvironment in the esophagus. 

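*Kremen1*, on chromosome 11 from 5191552 to 5261558, was at 29.5 CPM (19.8 to 42.4) at E15, 25.7 CPM (18.7 to 34.6) at E19, 46.3 CPM (33.7 to 61.9) in the pup and 30.8 CPM (25.1 to 37.6) in the adult in esophageal epithelium. Stomach epithelium had 9.84 CPM (6.96 to 13.5), 7.12 CPM and 7.18 CPM up to the pup, near the 6.64 CPM (4.30 to 9.81) of immune cells. For esophagus over stomach, the log2 ratio was 1.60 (0.84 to 2.32), 1.87 (1.27 to 2.42) and 2.70 (2.13 to 3.23), and it moved most at E19, to 1.59, with classes from the marker genes. Stroma also held *Kremen1*, at 11.9, 18.9 and 31.0 CPM in the esophagus and 11.7, 14.5 and 32.8 CPM in the stomach. *Lrp6*, the co-receptor, did not differ between the epithelia, with ratios of 0.11, -0.09 and 0.14. From the expression of *Dkk2* and of its receptor *Kremen1*, the paper proposes that a WNT inhibitory microenvironment is established in the esophagus.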

Further lineage tracing of canonical WNT signaling target gene *Axin2*^45^ in mice confirmed that esophageal epithelial cells were negative for AXIN2 lineage. In contrast, the AXIN2+ cells labeled the columnar epithelium of the stomach gland (Fig. 4n, o, Supplementary Fig. 6c). This observation was further confirmed by smRNA-ISH for *Lgr5* and *Axin2* in adult mice (Supplementary Fig. 6d–g). Together, the data revealed that the fibroblast compartment evolves concordant to the temporal development of GE-SCJ from embryonic to adult stages. The distinct sub-cell types of fibroblasts underlying the esophagus and stomach epithelia have a unique spatial organization and secrete unique location-specific morphogens. We show that the spatially defined distinct WNT fibroblast microenvironment underlying the columnar and squamous epithelia that meet at GE-SCJ plays a vital role in determining the adult GE-SCJ borders.

**Fig. 4:**
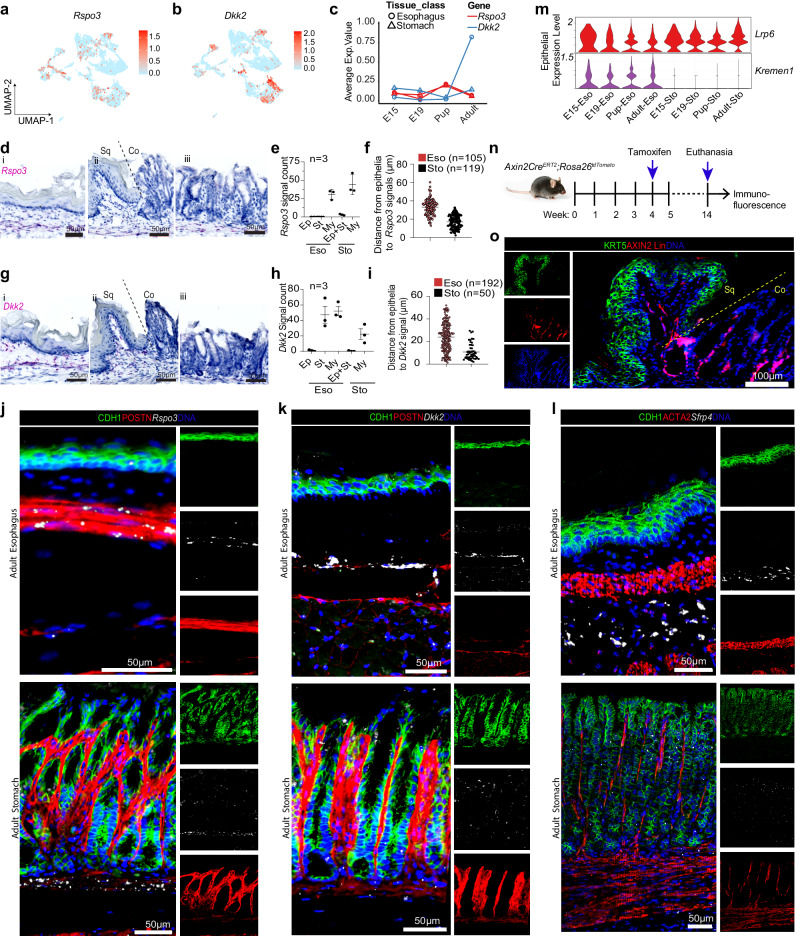
WNT microenvironment in regulation of gastroesophageal tissues. **a**, **b** Feature plots showing normalized expression levels of markers *Rspo3* (**a**) and *Dkk2* (**b**) within fibroblast cells. **c** Trend plots depict the changes associated with mean expression levels of the selected markers over time, as in (**a**, **b**). Line color denotes genes, and point shapes represent tissue type. **d**–**i** smRNA-ISH images of the WNT pathway genes *Rspo3* (**d**) and *Dkk2* (**g**) in the mouse esophagus tissue (i), GE-SCJ (ii), and stomach glands (iii). Nuclei (blue). Quantification of *Rspo3* (**e**) and *Dkk2* (**h**) signal counts in epithelia (Ep), stroma (St), and myofibroblast (My) in the mouse GE-SCJ tissue regions and distance (µm) from epithelia to *Rspo3* (**f**) and *Dkk2* (**i**) signal. Data are mean +/- SEM (**e**, **f**, and **h**, **i**). *n* = number of signal count and their distance to epithelia (**f**, **i**) from three non-overlapping 100 µm^2^ regions of esophagus and stomach tissues. **j**–**l** Confocal images of adult mouse esophagus and stomach tissue sections immunostained for CDH1 (green), POSTN (red), and ACTA2 (red) and smRNA-ISH for *Rspo3* (white), *Dkk2* (white) and *Sfrp4* (white) as indicated. **m** Violin plot showing the normalized gene expression values of *Lrp6* and *Kremen1* from embryonic to adult time points at different tissue regions. **n** Scheme for lineage tracing of mice expressing *Axin2-Cre*^*ERT2*^*/Rosa26-tdTomato*. **o** Tiled images of GE-SCJ sections from *Axin2-Cre*^*ERT2*^*/Rosa26-tdTomato* mice co-immunostained for KRT5 (green), AXIN2 lineage traced cells marked by Tdtomato (red), and nuclei (blue). Sq, Co indicates squamous and columnar epithelia, respectively. Images are representative of three biological replicates in (**d**, **g**, **j**–**l**, **o**). For (**e**, **f**, and **h**, **i**), source data are provided as a Source Data file.

### Organoids of stomach and esophageal epithelium mimic in vivo distinct WNT dependency

Based on the above-observed distribution of WNT signals in the fibroblasts (Fig. 4a–o, Supplementary Fig. 6c–e), we tested the role of WNT signaling in stemness and regeneration by establishing stomach and esophageal epithelial organoids. Mouse esophageal stem cells grew into mature squamous stratified esophageal epithelial organoids in the presence and absence of WNT3a and RSPO1 (W/R) (Fig. 5a). However, they lost the stemness and growth capacity over a few passages in the presence of W/R (Fig. 5a, b, e, f). Consistently, patient-derived esophageal cells fail to form organoids in the presence of W/R, while their absence supports the growth and differentiation into mature stratified epithelium (Fig. 5c, d). This is in contrast to previous studies that showed the culture of esophageal organoids with either the Wnt agonist R-Spondin alone^6^ or in combination with a Wnt ligand^46^, suggesting that Wnt signaling is dispensable for the esophageal organoid formation.

**Fig. 5:**
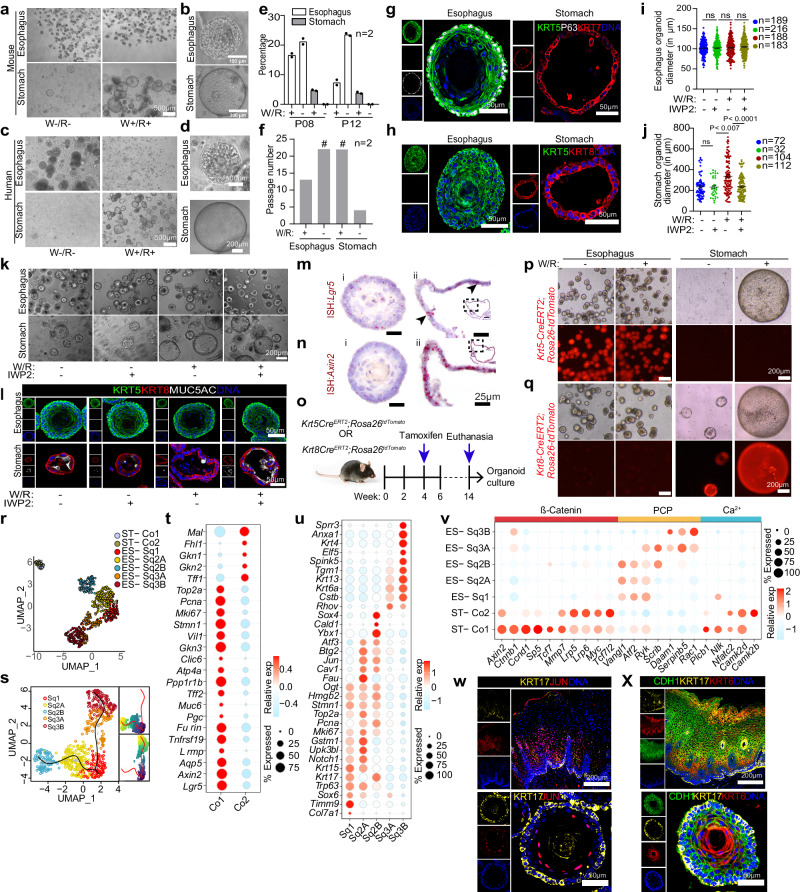
Distinct WNT signaling dependency for esophageal and stomach epithelial organoid growth validates the in vivo WNT microenvironment. **a**–**d** Bright-field images of the mouse (**a**, **b**) and human (**c**, **d**) esophageal and stomach organoids grown in the presence or absence of WNT3A (W) and R-spondin1 (R). **b**, **d** Higher magnification of (**a**, **c**). **e**, **f** Percentage of organoid formation (**e**) and long-term passaging (**f**) from esophagus and stomach under indicated conditions and passages (P); data derived from two biological replicates (*n* = 2). ‘#‘ indicates organoids can be passaged beyond the stated number. **g**, **h** Images of mouse esophageal and stomach organoid immunolabeled for KRT5 (green), KRT7 (Red), P63 (white), KRT8 (Red), nuclei (blue). **i**, **j** Organoid diameter measurement from mouse esophagus (**i**) and stomach (**j**) grown in indicated media. *n* = number of organoids measured. Data are representative of three biological replicates. Data are mean +/- SEM; statistical significance was calculated using a two-sided *t*-test, *P*-values as indicated. **k**, **l** Bright-field (**k**) and confocal images showing KRT5 (green), KRT8 (red), MUC5AC (white), and nuclei in blue (**l**). **m**, **n** smRNA-ISH images of *Lgr5* (**m**) and *Axin2* (**n**) in mouse esophagus (**i**) and stomach organoids with inset images (ii). *Lgr5*-highlighted in arrowhead (**m**-ii). **o**–**q** Scheme for lineage tracing of mice (**o**). Organoids cultured from cells lineage traced for KRT5 (**p**) and KRT8 (**q**) in indicated media. **r** UMAP showing cellular subclusters of esophageal and stomach epithelial organoids. Cells colored by cluster (ST, stomach; ES, esophagus; Co, Columnar epithelia; Sq, squamous epithelia). **s** Pseudotime trajectories in esophagus epithelial subclusters. **t**–**v** Dot plot depicting relative gene expression for stomach (**t**) and esophagus (**u**) epithelial subclusters for canonical and non-canonical WNT pathway (**v**). Circle size denotes percentage of cells expressing a gene; color represents the scaled mean expression level from high (red) to low (blue) (**t**–**v**). **w,** **x** Images of human tissue (upper panel) and mouse esophagus organoids (lower panel), immunostained for KRT17 (yellow), JUN (red), KRT6 (red), CDH1 (green) and nuclei (blue). Images are representative of three biological replicates in (**a**–**d**, **g**-**h**, **k**–**n**, **p**-**q**, **w**-**x**). For (**e**, **f**, and **i**, **j**), source data is provided as a Source Data file.

In contrast to the esophagus, and in agreement with previous studies^47,48^, W/R conditioned media was essential for stomach columnar epithelial organoid growth (Fig. 5a–f). Cultured organoids maintained in vivo epithelial lineage specificity and morphology of esophagus (P63 + KRT5+) and stomach (KRT8^high^, KRT7^high^), respectively (Figs. 2a–c, 5g, h, Supplementary Fig. 3a-c). A stem cell marker of the stomach, *Lgr5*, and WNT target genes *Axin2* were absent in esophagus organoids (Fig. 5m, n). Further, inhibition of endogenous WNT signaling by pan canonical and non-canonical WNT secretion inhibitor IWP2 did not influence the growth of esophageal organoids but reduced the stomach organoid growth and accelerated its differentiation with high expression of MUC5AC (Fig. 5i–l).

Next, we asked if these distinct epithelial stem cell lineages possess the plasticity to transdifferentiate with altering WNT growth factors. For this, epithelial cells from the esophagus and stomach were isolated from induced *Krt5-CreERT2;Rosa26-tdTomato* and *Krt8-CreERT2;Rosa26-tdTomato* mice, and cultured as organoids in the presence or absence of W/R media (Fig. 5o–q). Irrespective of the presence or absence of W/R esophageal stratified organoids from *Krt5-CreERT2;Rosa26-tdTomato* mice were found to be labeled, whereas matched stomach columnar organoids were not (Fig. 5p). Similarly, stomach columnar organoids from *Krt8-Cre;Rosa26-tdTomato* mice were found to be labeled, whereas matched esophageal stratified organoids were not labeled (Fig. 5q). Thus, the adult GE-SCJ consists of two committed squamous and columnar epithelial stem cells that do not transdifferentiate with the change in the WNT microenvironment. Instead, spatial WNT signaling factors play a critical role in the differential proliferation of stratified and columnar epithelia, maintaining the homeostasis of the GE-SCJ.

Further, global transcriptomic and scRNA seq analysis of the esophageal and stomach organoids corroborated the single-cell transcriptional signatures of the in vivo epithelial tissue. Microarray analysis revealed that among 34393 unique probes, encompassing protein-coding genes and long non-coding RNAs, 8030 genes were differentially regulated between columnar and squamous epithelium (Supplementary Fig. 7a, Supplementary Data 7). Gene ontology terms associated with the differentially expressed genes between the esophagus and stomach organoids showed enrichment of distinct pathways specific to the epithelial types (Supplementary Fig. 7b and Supplementary Data 8). Pathways related to epidermal cell development, keratinocyte differentiation, transcription and translation, and regulation of cell-cell adhesion were highly enriched in the esophageal epithelial cells. In the stomach epithelial cells, metabolic and catabolic processes related to lipids, fatty acids, and ion transport were enriched. While WNT signaling was critical in regulating GE-SCJ homeostasis, our analysis revealed that columnar epithelial cells were enriched for the canonical WNT beta-catenin and non-canonical WNT/Ca^2+^ pathway genes. In contrast, squamous epithelial cells were enriched for the non-canonical WNT/planar cell polarity (PCP) pathway genes (Supplementary Fig. 7c).

Further, scRNA seq analysis revealed the heterogeneity and subcellular composition of columnar and squamous epithelial cells of gastroesophageal organoids. We categorized cells from stomach (ST) organoids into two major clusters (ST-Co1, ST-Co2 and the squamous epithelial cells of esophageal (ES) organoids were segregated into five unique clusters (Sq1, Sq2A, Sq2B, Sq3A and Sq3B) (Fig. 5r). The UMAP recapitulates the differentiation stages of the columnar stomach and stratified esophageal epithelial cells. The ST-Co1 subcluster was enriched for the expression of well-known stomach stem cell markers *Lgr5, Aqp5*, and *Axin2* with high levels of *Pgc, Muc6, Gkn3*, and *Atp4a* expression, which are key markers of cells present in the neck and isthmus region. These cells also expressed high levels of proliferation markers, including *Mki67, Pcna, Top2a*, and *Stmn1*. The second subcluster, ST-Co2, comprises mostly pit cells of the stomach gland, which expressed high levels of *Gkn1, Gkn2*, and *Tff1* (Fig. 5r, t). The esophageal subcluster Sq1 expressed *Col7a1, Timm9, Trp63, Stmn1*, and *Krt17*, representing the stratified epithelium’s basal cells. The Sq2A subcluster consists of transient proliferating cells expressing *Mki67, Top2a, Pcna, Fau, Gstm1, Jun*, and *Upk3bl*. The subcluster Sq2B was enriched for *Atf3, Cav1, Ybx1, Cald1*, and *Sox4, while* Sq3A and Sq3B subclusters exhibited differentiation-associated gene markers such as *Rhov, Krt6a, Krt13, Anxa1, Tgm1, Spink5, Gsta5, Sprr3* and *Elf5* (Fig. 5r, u, Supplementary Fig. 7d–g). Similar to our bulk transcriptomic data (Supplementary Fig. 7c), we further identified the distinct expression patterns of the canonical and non-canonical WNT signaling genes in subpopulations of the columnar and esophageal epithelium from the scRNA seq data (Fig. 5v).

Since little is known about the esophageal epithelial differentiation trajectories in vitro, we performed a pseudo-temporal reconstruction of the lineage using slingshot^49^. We show two distinct trajectories, all originating from the basal stem cell compartment of Sq1, differentiating into distinct sub-lineages Sq2 and Sq3 (Fig. 5s). Further, by immunostaining, we spatially located the cell types in scRNA seq data that express KRT17, JUN, and KRT6 in human and mouse tissue and organoids, revealing three major subtypes, KRT17 + /JUN- basal stem cells KRT17 + /JUN+ parabasal cells and KRT6+ differentiated cells (Fig. 5w–x). Thus, organoids reflect the in vivo epithelial heterogeneity and illustrate the differential impact of WNT signaling on gastroesophageal epithelial stem cell regeneration and differentiation dynamics.

### Spatio-temporal alteration in epithelial and fibroblast signaling patterns

Our approach by employing tissue and organoid models and transcriptome analyses at both global and single-cell levels indicated that the spatial signaling factors are crucial in dictating the squamocolumnar epithelial homeostasis in GE-SCJ. Hence, to gain insights into the pathways and uncover the molecular regulatory networks between epithelial and fibroblast cell populations during GE-SCJ development, we performed gene set enrichment analysis (GSEA) using scRNA-seq data. We identified key signaling pathways differentially enriched between tissue types and time points (Fig. 6a, and Supplementary Data 9). Pathways such as bile acid and fatty acid metabolism were enriched in the stomach epithelia. While MYC target genes were enriched in esophagus and stomach epithelia, they gradually decreased towards the adult stage, suggesting an overall reduction in cell proliferation as higher-order differentiation proceeded with development. Interestingly, stroma from both esophagus and stomach exhibited strong enrichment for PI3K- FGFR1 cascade, Platelet-Derived Growth Factor (PDGF) signaling, and myogenesis. The hallmark of inflammatory response was more upregulated in both adult tissue stromal regions, and the hallmark of complement was highly enriched in the esophagus stromal cells, suggesting the presence of activated fibroblast^50^.

**Fig. 6:**
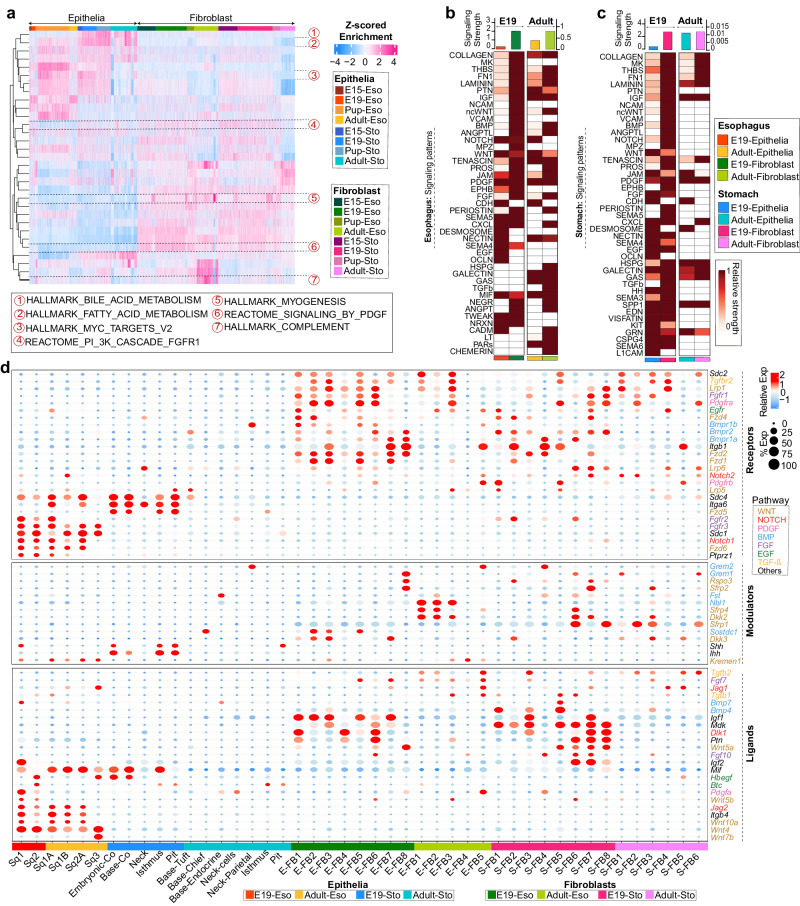
Spatio-temporal alteration in epithelial and fibroblast signaling patterns of pre- and postnatal gastroesophageal tissues. **a** Heatmap of gene set enrichment scores of fibroblasts and epithelial cells of esophagus and stomach from embryonic to adult time points with specific pathways highlighted; column represents individual cells colored by tissue type and time point; colors in the scale bar denotes the z-scored enrichment values ranging from high (deep pink) to low (blue). **b**, **c** Heatmap comparing the overall (aggregated both incoming and outgoing) signaling patterns associated with both fibroblast and epithelial compartments in the esophagus (**b**) and stomach (**c**) between E19 and adult time points. The color bar denotes the relative signaling strength (row-scaled values) of a pathway across cell types and time points. The relative strength of a pathway is calculated by normalizing each row of values to fall within the range 0-1 and depicted as low (white) to high (dark brown). Colored bar plot on top depicts the total signaling strength of a particular cell type by summarizing all pathways in the heatmap. **d** Dot plot showing the expression levels of ligands, receptors, and modulators associated with key signaling pathways in both fibroblasts and the epithelial subpopulation of esophagus and stomach at E19 and adult stages. Dot size represents the percentage of cells expressing a particular gene; the color bar indicates the intensity of scaled mean expression levels ranging from high (red) to low (blue). Genes are color-coded based on the signaling pathways to which they belong.

However, the enrichment results did not reveal information regarding the directionality and temporal dynamics of these signaling pathways. Therefore, we scrutinized for alterations in signaling patterns and their strengths between embryonic and adult stages using comparative CellChat^51^ analysis. In order to mitigate the complexity of cellular interactions and their interpretation, we designated E19 and adult mice as representatives for the pre- and postnatal stages, respectively, and were used for the interaction study. We found that many pathways, such as Laminin and FN1, were enriched during both the pre- and postnatal stages of the esophagus, while pathways including MK, NCAM, and VCAM were more enriched in the prenatal esophagus; Transforming Growth Factor Beta (TGF-β), Fibroblast Growth Factor (FGF), and Chemokine (C-X-C motif) Ligand (CXCL) were more enriched in the postnatal esophagus (Supplementary Fig. 8a). Interestingly, in case of stomach, majority of the pathways showed more enrichment during the pre-natal phase (Supplementary Fig. 8a).

Next, we identified the patterns for incoming, outgoing (Supplementary Fig. 8b, c), and overall signaling associated with epithelial and fibroblast cells (Fig. 6b, c). In our analysis, ‘incoming’ or ‘receiver’ signals refer to the communication received by a cell population through expressed receptors. Conversely, ‘outgoing’ or ‘sender’ signals pertain to the communication initiated by a cell population, typically through the expression of ligands. Our analysis indicated that fibroblasts predominantly served as the signaling senders during the epithelial-fibroblast interplay in the esophagus and stomach (Supplementary Fig. 8b, c). For Instance, in the esophagus, the Notch pathway has consistently stronger incoming signals in the epithelium compared to fibroblasts at both E19 and adult stages. 

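Interaction scores were not recomputed, and the levels of the Notch ligands were compared between squamous cells and stroma of the esophagus. At E19 the log2 ratio of squamous over stroma was 0.93 (0.44 to 1.37) for *Jag1* and 5.37 (4.52 to 6.68) for *Jag2*, with *Jag1* at 33.9 against 18.0 CPM and *Jag2* at 55.0 against 1.21 CPM. *Dll1* was low, at 2.93 and 1.88 CPM. *Dlk1* was stromal, at 1596 CPM against 72.5 CPM, a ratio of -4.45 (-4.73 to -4.20). In the adult the ratio was -1.23 (-1.76 to -0.59) for *Jag1* and -0.96 (-1.61 to -0.13) for *Dlk1*, and *Jag2* had no UMI in stroma and was at least 4.67-fold higher in squamous cells. The receptor *Notch1* had a ratio of 1.85 (1.55 to 2.15) at E19 and 0.27 (-0.39 to 1.18) in the adult.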

At the E19 stage, fibroblasts predominantly exhibit outgoing Notch signals, whereas in adult tissues, epithelial cells emerge as the primary source. This pattern indicates that epithelial cells function as receivers of Notch signals across both examined stages. In contrast, fibroblasts transition from being predominant senders at E19 to a less active signaling role in adults (Supplementary Fig. 8b). This observation aligns with our earlier study, emphasizing the significance of basal squamous epithelial stem cells as the primary source of outgoing Notch signal and differentiated cells as the receivers contributing to stratification^14^.

Overall interactions for cell adhesion signaling pathways, including collagen, THBS, Laminin, and FN1, were higher in fibroblast cells of both pre-and postnatal stages, whereas NCAM, VCAM, and OCLN were found higher only in prenatal fibroblasts. Further, TGF-β signaling was highly expressed in fibroblasts of the prenatal stomach, while in postnatal phase, it was more active in the esophagus. When compared between the esophagus and stomach, the signaling strength for BMP, non-canonical WNT (ncWNT), NOTCH, WNT, and FGF was retained at a similar level during esophagus development, whereas in the stomach, signaling was predominant at the early stage (Fig. 6b, c). These results provide a comprehensive overview of the evolution of organ-specific epithelial-stromal signaling, which regulates several biological processes and homing of tissue-resident cells during the histogenesis of GE-SCJ^52,53^.

Next, we checked for the sources and targets of signaling involved in the development associated pathways such as WNT, BMP, TGF-β, Insulin-like Growth Factor (IGF), FGF, NOTCH, SHH, and PDGF. We manually collected and curated key ligands (L), receptors (R), and positive and negative modulators (M) for each pathway (from publicly available literature together with the Kyoto Encyclopedia of Genes and Genomes (KEGG) database) and assessed their mRNA expression level across all epithelial and stromal subclusters of E19 and adult esophagus and stomach samples. We used the individual time point-based subclustered fibroblasts (Supplementary Fig. 8d, e) and epithelial cells of both the esophagus and stomach for analysis (Supplementary Fig. 3f, g). This comprehensive analysis unraveled a detailed expression pattern of L-R-M across various epithelial and stromal subclusters, offering insights into the intricate network of epithelial-fibroblast communication during the GE-SCJ development (Fig. 6d). BMP pathway genes were expressed relatively more in the fibroblasts than epithelial cells throughout development. 

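Of the ligands, *Bmp4* was lower in epithelium in the 7 esophagus and stomach groups, with a log2 ratio of epithelium over stroma of -3.91 (-4.98 to -3.21) in the E19 esophagus and -5.66 in the E19 stomach. *Bmp2* was lower in epithelium of the esophagus from E19 on, with ratios of -2.52, -2.83 and -2.85, and higher in that of the prenatal stomach, with 0.63 at E15 and 0.84 at E19. *Bmp7* was higher in epithelium of the prenatal esophagus, by 2.98 (2.35 to 3.66) at E15 and 2.40 at E19, and lower in the stomach at E19 and pup. Of the receptors, *Bmpr1a*, *Bmpr1b* and *Bmpr2* were lower in epithelium in all 7 groups. Their E19 ratios were -1.03, -3.16 and -0.69 in the esophagus and -0.91, -2.24 and -2.04 in the stomach. *Acvr1* was lower in epithelium except in the E15 esophagus, where the ratio of -0.13 (-0.68 to 0.33) did not differ from 0 by more than counting error. *Acvr2b* was higher in epithelium before birth, by 2.40 (1.72 to 3.10) in the E15 esophagus and 1.00 in the E15 stomach.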

Other pathway genes, such *as Igf1, Mdk*, and *Ptn*, were highly expressed in the fibroblasts of both esophagus and stomach during the prenatal stage. 

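*Igf1* in esophageal stroma was at 1408, 1896, 1568 and 273 CPM at E15, E19, pup and adult, and in stomach stroma at 723, 969 and 847 CPM up to the pup. As a log2 ratio, E15 over pup gave -0.16 (-0.24 to -0.06) in the esophagus and -0.23 (-0.33 to -0.12) in the stomach, and that of E15 over adult in the esophagus 2.35 (2.07 to 2.68). With classes from the marker genes the esophageal ratio of E15 over pup was 0.05. *Mdk* fell earlier, from 964 and 643 CPM before birth to 174 and 75.1 CPM in the esophagus, and from 1049 and 899 to 215 CPM in the stomach. *Ptn* was at 1509, 661, 888 and 219 CPM in the esophagus and 944, 430.1 and 172 CPM in the stomach, with a ratio of E15 over pup of 0.76 and 2.45. In epithelium of the E15 esophagus, each of the 3 genes was lower than in stroma, with ratios of -4.46 for *Igf1*, -1.74 for *Mdk* and -1.52 for *Ptn*.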

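*Fgf7* lies on chromosome 2 from 126034658 to 126091185. In esophageal stroma it was at 7.48 CPM (5.27 to 10.3), 39.2 CPM (34.9 to 44.0), 17.5 CPM (9.32 to 29.9) and 66.1 CPM (41.4 to 100.0) at E15, E19, pup and adult, and in stomach stroma at 3.47, 14.0 and 22.9 CPM up to the pup. Taken as esophagus over stomach, the log2 ratio was 1.07 (0.27 to 1.99) at E15, 1.47 (1.17 to 1.80) at E19 and -0.34 (-1.49 to 0.65) in the pup. *Fgf10*, on chromosome 13 from 118669791 to 118792115, was at 8.29, 12.1 and 21.5 CPM in esophageal and 78.0, 30.9 and 27.9 CPM in stomach stroma, with ratios of -3.20 (-3.73 to -2.77) at E15, -1.34 at E19 and -0.33 (-1.36 to 0.56) in the pup. In the pup neither gene differed between the regions by more than counting error.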

The distinct expression profiles of FGF ligands in fibroblasts, with *Fgf7* highly expressed in the esophagus and *Fgf10* in the stomach, suggest a regulatory role in the GE-SCJ. The expression patterns of *Fgf7* and *Fgf10* align with their requirement for esophageal^13^ and stomach^48,54^ epithelium, as evidenced by organoid studies^6,32^—nonetheless, their precise contribution to GE-SCJ development remains to be elucidated. 

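*Ihh* in stomach epithelium was at 108, 110.0 and 35.4 CPM at E15, E19 and pup, against 4.07, 5.27 and 0 CPM in esophageal epithelium and 8.24 CPM in immune cells. *Shh*, on chromosome 5 from 28456815 to 28467256, was at 28.7, 36.9 and 10.9 CPM in stomach and 104, 27.5 and 33.9 CPM in esophageal epithelium, with log2 ratios of esophagus over stomach of 1.85 (1.45 to 2.25), -0.40 (-0.89 to 0.02) and 1.68 (1.04 to 2.21). The receptors were higher in esophageal epithelium at the 3 stages. The ratios at E15, E19 and pup were 1.65, 1.55 and 1.27 for *Notch1*, 1.54, 2.07 and 1.71 for *Sdc1*, 3.02, 2.15 and 2.17 for *Fgfr2*, and 1.09, 1.97 and 3.02 for *Fgfr3*. *Fgfr2* at E15 was at 254 CPM (224 to 288) against 31.3 CPM (26.0 to 37.4).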

Hedgehog signaling genes *Ihh* and *Shh* were expressed in high levels in stomach epithelia during the prenatal stage, while receptors like *Notch1, Sdc1, Fgfr2*, and *Fgfr3* were expressed in high levels in esophageal epithelial cells. 

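*Wnt4*, on chromosome 4 from 137277489 to 137299726, was at 521, 611, 315 and 559.6 CPM in squamous cells of the esophagus at E15, E19, pup and adult, and at 20.7, 47.1 and 89.8 CPM in columnar cells of the stomach up to the pup, where immune cells had 14.6 CPM (11.0 to 19.0). For squamous over columnar, the log2 ratio was 4.64 (4.31 to 5.01), 3.69 (3.54 to 3.86) and 1.81 (1.62 to 1.99). *Wnt10a* was at 21.4, 30.4, 27.8 and 28.4 CPM in squamous cells and had no UMI in columnar cells, at least 27.5-fold higher at E15 and 96.8-fold higher at E19. *Wnt7b* rose from 4.07 to 73.5 CPM in squamous cells, with up to 0.314 CPM in columnar cells. *Wnt5b* was at 31.6, 17.0, 11.3 and 0.623 CPM in squamous cells and up to 1.29 CPM in columnar cells.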

WNT ligand genes *Wnt4, Wnt5b, Wnt7b*, and *Wnt10a* were strongly expressed only by squamous epithelia. In particular, *Wnt4* was highly expressed among all esophageal epithelial subclusters, indicating its role in epithelial-stromal interaction, proliferation, and differentiation in the stratified epithelium^55^. 

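*Fzd6*, on chromosome 15 from 39006034 to 39038188, was at 55.0 CPM (41.3 to 71.7) at E15, 48.0 CPM at E19, 42.2 CPM in the pup and 47.7 CPM in the adult in squamous cells of the esophagus, against 11.1, 11.5 and 13.5 CPM in columnar cells of the stomach up to the pup. The log2 ratio was 2.30 (1.70 to 2.92), 2.06 (1.63 to 2.48) and 1.67 (1.11 to 2.15). Stroma had 2.63 to 8.96 CPM.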

WNT receptor *Fzd6* plays a significant role in the PCP pathway during development and is an inhibitor of cWNT signaling specifically expressed at a higher level in the esophagus epithelial subclusters^56,57^. The known ncWNT ligand *Wnt5b* was briefly expressed in the early esophagus, while *Wnt5a*^58^ was highly expressed in the fibroblasts of the stomach. 

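Over esophagus squamous cells, the level of *Wnt5b* fell from 31.6 CPM (21.4 to 44.8) at E15 to 0.623 CPM (0.0755 to 2.25) in the adult. *Wnt5a* in stomach stroma was at 124 CPM (115 to 133), 129 CPM (121 to 137) and 114 CPM (94.5 to 137), and in esophageal stroma at 93.9, 85.1, 211 and 48.1 CPM at the 4 stages. As a log2 ratio, esophagus over stomach gave -0.40 (-0.57 to -0.23) at E15, -0.60 (-0.74 to -0.46) at E19 and 0.88 (0.53 to 1.25) in the pup, so the pup differed in direction.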

The Wnt inhibitors *Dkk2* and *Sfrp4* expressions were restricted to the fibroblasts of the adult esophagus (Fig. 6d). 

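*Sfrp4* in fibroblasts of the adult esophagus was at 179 CPM (120.2 to 258), against 0.787, 3.73 and 0 CPM at E15, E19 and pup. In fibroblasts of the stomach it was at 8.12, 19.1 and 11.2 CPM, above the 1.06 CPM (0.290 to 2.72) of immune cells. *Dkk2* in fibroblasts of the stomach was at 56.3, 44.6 and 20.2 CPM at these stages, and in stroma of the GE-SCJ at 34.2, 45.8, 27.0 and 31.2 CPM from E15 to adult. Of the 31 adult-tagged stromal cells of the GE-SCJ, 11 had mostly prenatal neighbours, so the adult level there is uncertain.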

Taken together, our data reveal differential pathway enrichment and alterations in the signaling patterns between squamous and columnar niches governing GE-SCJ development and homeostasis.

### Decoding fibroblast-epithelial crosstalk at ligand-receptor level during GE-SCJ development

To better understand epithelial-fibroblast interactions, we analyzed signaling interactions based on ligand-receptor pairs between epithelia and fibroblasts at a subcluster level. This analysis retrieved unknown additional information on autocrine and paracrine signaling. We identified significant ligand-receptor pairs by combining differential expression analysis with cell-cell communication analysis. Our results revealed that pathways such as WNT, BMP, TGF-β, Epidermal Growth Factor (EGF), FGF, and PDGF were among the significant ones. 

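Ligand levels were compared between epithelium and stroma of the same group, while communication scores were not recomputed. For the FGF ligands at E19, esophageal epithelium held no UMI of *Fgf7* and *Fgf2*, at least 22.4-fold and 19.4-fold lower than stroma. In the stomach the log2 ratio of epithelium over stroma was -4.27 (-5.96 to -3.32) for *Fgf7* and -4.39 (-6.07 to -3.44) for *Fgf2*. *Fgf10* had -4.89 and *Fgf18* -4.20 in the stomach. *Fgf9* went the other way, with 1.80 and 0.71 at E15 and E19 in the stomach and 4.75 at E15 in the esophagus. *Fgf16* was low throughout, with at most 6.22 CPM. Of the TGF-β ligands, *Tgfb2* was lower in epithelium in the 7 groups, with -3.43 (-6.13 to -2.27) in the E19 esophagus, and *Tgfb3* likewise with -2.58. *Tgfb1* had 0.85 (0.05 to 1.53) in the E19 esophagus, which was -0.02 with classes from the marker genes, -2.73 in the adult and -2.93 in the E19 stomach, and was highest in immune cells, at 177 CPM.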

Overall, cell-cell interaction showed fibroblasts predominantly sent FGF and TGF-β signals to the epithelia. In comparison, PDGF and EGF signals were sent predominantly from epithelial cells to fibroblasts. 

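Among the PDGF ligands, *Pdgfa* had a log2 ratio of epithelium over stroma in the esophagus of 3.25 (2.99 to 3.53) at E15, 2.75 at E19, 0.65 (0.06 to 1.31) in the pup and -2.43 (-2.95 to -1.86) in the adult, and 0.48, 0.53 and 1.06 in the stomach. In the pup esophagus it was -0.16 with classes from the marker genes. *Pdgfb* was low, with at most 9.95 CPM in epithelium against 30.3 CPM in immune cells. *Pdgfc* had 0.96 (0.28 to 1.54) at E15 and -2.54 in the pup of the esophagus, and -0.88 and -0.61 at E15 and E19 in the stomach, where it was 1.34 and 0.34 with the fibroblast label alone. Of the EGF ligands, *Hbegf* was higher in epithelium in the 7 groups, by 1.03 (adult) to 3.63 (pup) in the esophagus and 2.57 (E15) to 2.91 (pup) in the stomach. The paper concludes that PDGF and EGF signals were sent predominantly from epithelial cells to fibroblasts.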

The BMP and WNT signals act in both autocrine and paracrine manner in both epithelia and fibroblasts. However, the type of ligands and receptors involved varied between the esophagus and stomach (Fig. 7a–c, Supplementary Fig. 9a–c). Further, we investigated the direction of signaling involving significant ligands identified from our cell-cell interactions (Fig. 7a–c, Supplementary Fig. 9a–c, left panel) together with ligands and receptor expression dynamics across developmental time points in both the stomach and esophagus (Fig. 7a–c, Supplementary Fig. 9a–c, right panel). 

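*Tgfb2* in esophageal stroma was at 28.3, 25.1, 128 and 120.1 CPM at E15, E19, pup and adult, with a log2 ratio of E15 over pup of -2.18 (-2.56 to -1.78) and no difference beyond counting error between E15 and E19. In esophageal epithelium, *Pdgfa* was at 346, 175, 73.0 and 25.9 CPM, a ratio of E15 over adult of 3.73 (3.39 to 4.11), and *Pdgfc* at 31.6, 12.3, 15.4 and 6.54 CPM. *Pdgfb* was at 8.14, 9.95, 2.06 and 6.85 CPM and no later stage differed from E15 by more than counting error. *Hbegf* was at 72.3, 72.0, 198 and 67.0 CPM, with a ratio of E15 over pup of -1.44 (-1.87 to -1.06). In stomach epithelium, *Pdgfa* was at 102, 84.1 and 106 CPM up to the pup, *Pdgfb* at 6.73, 8.90 and 8.23 CPM, *Pdgfc* at 17.6, 12.4 and 12.5 CPM and *Hbegf* at 70.2, 84.6 and 142 CPM. The stomach ratio of E15 over pup was 0.50 (0.05 to 0.92) for *Pdgfc* and -1.02 (-1.21 to -0.83) for *Hbegf*.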

Interestingly, *Tgfb2* and *Fgf7* expression levels increased over time in esophageal fibroblasts, whereas *Pdgfa/b/c* and *Hbegf* expression exhibited a declining trend over time in the epithelia of both tissues (Supplementary Data 10).

**Fig. 7:**
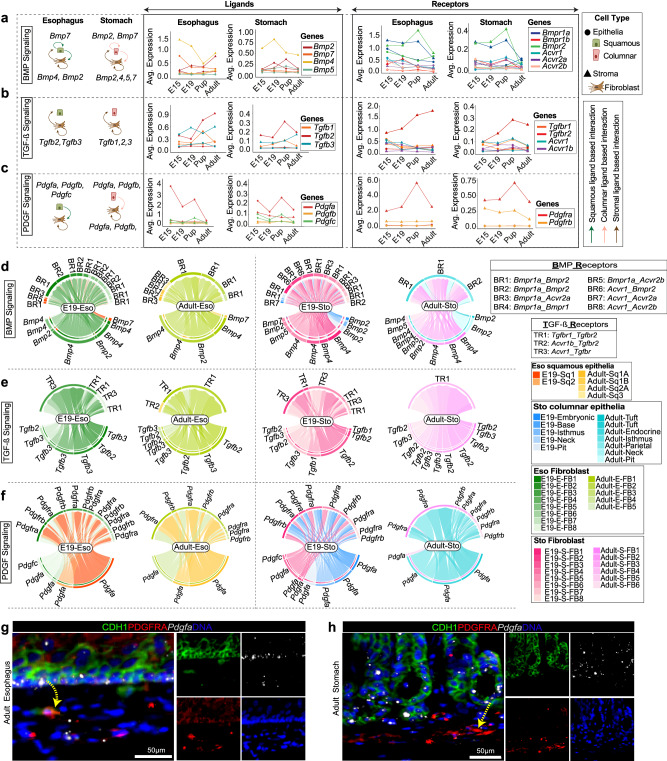
Decoding spatiotemporal cell-cell interaction dynamics in pre- and postnatal gastroesophageal tissue. **a**–**c** Graphical abstract of tissue-specific signaling directions between epithelia and fibroblasts (left); trend plots showing the mean expression dynamics of key ligands and receptors over time (right); for the following signaling pathways of interest: BMP (**a**) TGF-β (**b**) PDGF (**c**). Lines colored by gene with shapes representing the epithelial (circle) and fibroblast (triangle) cell population; arrows in graphical depictions show signaling direction and colored by signal origin: squamous epithelia (green), columnar epithelia (light pink) and fibroblast (brown). **d–f** Chord diagrams depicting inferred cell-cell communications mediated by multiple significant ligand-receptors between epithelia and fibroblast in esophagus and stomach at E19 and adult time points for BMP (**d**) TGF-β (**e**) PDGF (**f**) pathways; in lower half of the circos plot, outer bars colored by signal sending cell groups; inner bars colored by proportion of receiving cell groups; edges colored by signal senders. **g**, **h** Confocal images of the adult mouse esophagus (**g**) and stomach (**h**) tissue sections immunostained for CDH1 (green), PDGFRA (red), and smRNA-ISH probed for *Pdgfa* (white), and nuclei (blue). Images are representative of three biological replicates. Yellow arrow indicates the direction of predicted interaction between epithelial and fibroblast cells for PDGF signaling.

Further, the inferred significant L-R pairs for BMP, TGF-β, FGF, EGF, cWNT, ncWNT, and PDGF-mediated communications between epithelia and fibroblasts were visualized using a chord diagram (Fig. 7d–f, Supplementary Fig. 9d–f). FGF signaling takes place in both autocrine and paracrine manner, where signals are usually sent by the fibroblasts and directed towards epithelial and fibroblast cells in both the esophagus and stomach (Supplementary Fig. 9d). In the case of EGF signaling, different ligands were expressed by the differentiated squamous epithelial cells and stomach epithelial cells (Supplementary Fig. 9e). These ligands interact in both autocrine and paracrine settings by binding to either *Egfr* or *Egfr-Erbb2* receptor pair, implying that epithelia are the signaling source and signals were directed either back to epithelia or towards fibroblasts in both esophagus and stomach. 

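In epithelium of the esophagus, *Tgfa* was at 16.3, 19.9, 42.2 and 32.7 CPM at E15, E19, pup and adult, *Areg* at 44.8, 30.4, 14.4 and 7.17 CPM, *Ereg* at 5.09, 1.17, 3.08 and 44.9 CPM and *Btc* at 15.3, 28.1, 3.08 and 5.92 CPM. In epithelium of the stomach up to the pup, *Tgfa* was at 7.51, 7.12 and 6.83 CPM, *Areg* at 16.6, 16.0 and 9.11 CPM, *Ereg* at 0.518, 0.314 and 0.350 CPM and *Btc* at 12.7, 13.7 and 15.8 CPM. Immune cells had 1.59, 9.03, 1.06 and 0.797 CPM of *Tgfa*, *Areg*, *Ereg* and *Btc*. The log2 ratio of *Ereg*, epithelium over stroma, was 2.33 (1.02 to 5.96) in the adult esophagus and -6.80 (-9.02 to -5.64) in the pup stomach, where stroma held 47.8 CPM. Squamous cells were not divided by differentiation.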

Our ligand-receptor analysis of WNT signaling revealed that esophageal cells express *Wnt4, Wnt10a, Wnt7b, Wnt5a*, and *Wnt11* ligands (Supplementary Fig. 9f) involved in either one or both canonical and non-canonical WNT pathways. 

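Of the WNT ligands, *Wnt4* was higher in epithelium than in stroma of the esophagus at the 4 stages, with log2 ratios of 4.89 (4.57 to 5.25), 4.70, 4.07 and 3.96. *Wnt5a* was lower in epithelium, with -3.95, -3.49, -4.89 and -2.19 (-3.03 to -1.19). *Wnt11* had -0.93 (-3.16 to 0.23) at E15, -1.31 at E19, -2.85 in the pup and -4.27 in the adult, from a stromal level that ran from 7.12 CPM at E19 to 21.02 CPM in the adult.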

Interestingly, most WNT signal senders were epithelial cells, and receivers were fibroblasts, while non-canonical *Wnt5a* and -*Wnt11* signals were primarily restricted to senders and receivers within fibroblasts. On the other hand, in the stomach, *Wnt4* and *Wnt5a* gene expression were observed, with senders and receivers being bi-directional between epithelial and fibroblast compartments (Supplementary Fig. 9f). 

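In the stomach, *Wnt4* had a log2 ratio of epithelium over stroma of 0.73 (0.25 to 1.23) at E15, -0.47 (-0.66 to -0.29) at E19 and 0.74 (0.37 to 1.19) in the pup, with stromal levels of 12.4, 65.4 and 52.7 CPM. *Wnt5a* had -4.00, -3.81 and -4.21, with 7.51, 9.11 and 6.13 CPM in epithelium, within counting error of the 7.44 CPM (4.94 to 10.8) of immune cells.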

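*Pdgfa* lies on chromosome 5 from 138976014 to 138997370 and its receptor gene *Pdgfra* on chromosome 5 from 75152292 to 75198215. In the adult esophagus, *Pdgfa* was at 25.9 CPM (20.6 to 32.1) in squamous cells and 138 CPM (101 to 184) in stroma, where it rests on 46 UMIs in 61 cells. *Pdgfra* was at 198, 275, 746 and 243 CPM in esophageal stroma at E15, E19, pup and adult and at 155, 165 and 317 CPM in stomach stroma up to the pup, with 2.36 to 13.2 CPM in epithelium and 11.7 CPM in immune cells. Taken as epithelium over stroma for *Pdgfra*, the log2 ratio was -4.54 (-5.19 to -3.96) in the adult esophagus and -7.02 (-7.69 to -6.50) in the pup stomach. Tuft and endocrine cells were not separated.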

Further, we spatially validated one of the key L-R interaction predictions where the *Pdgfa* ligand is primarily sent by Sq1-2 of the esophagus and tuft/endocrine cell types of the stomach targeting different fibroblasts (Fig. 7f). We confirmed the presence of *Pdgfa* sender cells (epithelia) and PDGFRA-expressing receiver cells (fibroblast) in the vicinity in both the esophagus and stomach, suggesting possible interaction (Fig. 7g, h). In line with this, a previous study showed that PDGFA expressing intestinal epithelium signals with PDGFRA expressing stromal cells for proper villi formation during gastrointestinal development^59^. Together, our findings deciphered the direction of the communication network and the role each cell type plays during different developmental stages in the process of GE-SCJ histogenesis.

## Discussion

The tissue microenvironment, including stromal and immune cells, is critical in regulating organ specification, histogenesis, and maintaining healthy homeostasis^14,60,61^. During tissue injury, the microenvironment reprograms to restore damaged tissue^62,63^. However, if the damage-inducing stimuli persist, the tissue might develop adaptive phenomena such as metaplasia to cope with the triggers^5,64^. The GE-SCJ shows increased susceptibility to Barrett’s metaplasia (BE) development. BE adaptation is characterized by the replacement of stratified squamous mucosa of the esophagus at GE-SCJ with the columnar type of epithelium. Interestingly, BE is associated with the enrichment of pathogenic microbes and carcinogenesis^65^.

This study provides a systematic temporal analysis of the histogenesis and regulatory interaction of healthy GE-SCJ from the late embryonic gestation stage of E15 to adult mice at single-cell resolution. The single-cell transcriptomic atlas revealed the diversity of cell types and delineated the evolution and differentiation process of epithelial cells and the tissue-resident fibroblast niche. First, we unraveled the evolution of the epithelial cells during development at GE-SCJ. We discovered that the KRT8 + /KRT7 + primitive cells of E15 that express unique transcriptional signatures (*Sox11, Igf2, H19, Cldn6, Vcan*, and *Bex1*) are precursors of both squamous and columnar epithelial lineages at GE-SCJ. These KRT8 + /KRT7+ precursor cells differentiate into P63- and P63+ cells, which eventually get segregated by E19 as distinct P63 + /KRT5 + /KRT8^low^/KRT7^low^ squamous and P63-/KRT5-/KRT8^high^/KRT7^high^ columnar cell types and will be maintained in the adult GE-SCJ. Gain of TF activities, including *Gata6, Foxa1/2*, and *Hnf4a*, specifies precursor cells to columnar lineage while *Trp63, Sox2, Klf5* specifies differentiation towards squamous epithelium during branching into stomach and esophagus at GE-SCJ. Further, our single-cell analysis showed that embryonic precursor cell-associated gene signatures were not found in the adult GE-SCJ cell population. Thus, we show the emergence of two distinct epithelial lineage-committed stem cells that regulate the regeneration of the squamous and columnar epithelia of the adult GE-SCJ mucosa.

Signal crosstalk between the epithelium and underlying mesenchyme directs the cellular differentiation and lineage specifications during embryogenesis^31,66^. Here, we found that many fibroblast cell states were unique to developmental stages, while some were shared. Further, we found regional differences in the esophagus and stomach fibroblast populations. Although certain fibroblast subpopulations share similar transcriptional signatures between the esophagus and stomach, their spatial location varies.

In particular, the abundance of the LRP6 receptor, involved in activating canonical WNT signaling, was higher in stomach epithelial stem cells than in esophageal basal stem cells. Strikingly, WNT inhibitor genes *Dkk2* and *Sfrp4* were found at higher levels in the esophageal fibroblast subpopulation. Further, basal cells of the esophageal squamous epithelium at GE-SCJ express DKK2 receptor *Kremen1*, which is required for the internalization of the DKK2-LRP6 complex, thus inhibiting cWNT signaling^67^.

WNT signaling regulating morphogen, RSPO3 from myofibroblasts is known to regulate adult stomach epithelial stem cell regeneration^42^. We also found *Rspo3* expressing myofibroblasts underlying the columnar epithelium at the GE-SCJ. Interestingly, unlike columnar lined GE-SCJ mucosa where stem cells were proximal to *Rspo3* expressing myofibroblasts, the basal stem cells of the esophageal squamous epithelium and myofibroblasts were separated by wider lamina propria comprising fibroblasts expressing higher levels of *Dkk2*. Consistently, growth factors inducing WNT signaling inhibited the development and long-term maintenance of stratified squamous organoids from the esophagus while supporting the development and stemness of both human and mouse stomach organoids. Thus, spatially restricted differential expression of WNT signaling regulators underlying the epithelium is critical for adult GE-SCJ homeostasis.

Besides developmentally associated cWNT/beta-catenin pathways, we found ncWNT/Ca^2+^ signaling to be active in the columnar epithelium of GE-SCJ. However, extrinsic cWNT activators were found to be vital for the proliferation and regeneration of columnar epithelial stem cells of GE-SCJ. In contrast, the ncWNT/PCP pathway was predominantly active in the stratified squamous epithelium of the esophagus. Supporting this, we found a high-level expression of WNT ligands *Wnt4, Wnt7b*, and *Wnt10a* in esophagus epithelia, critical players in the ncWNT pathway^68^. Fibroblasts of both tissues were enriched for ncWNT ligand *Wnt5a*, suggesting its role in regulating fibroblast proliferation and apicobasal cell orientation in the gut region^69,70^.

Further, the WNT/PCP signaling implicated in tissue morphogenesis and epithelial cell polarity during embryogenesis^71,72^ was particularly active in the esophageal parabasal cells. However, it is not essential for esophageal stem cell regeneration and differentiation. Moreover, altered WNT signaling did not induce transdifferentiation between columnar and squamous epithelia. Thus, the distinct WNT signaling niche regulates the differential proliferation of these two epithelial lineages.

We also observed diverging gene expression patterns that differentially regulate and mediate epithelial-fibroblast signaling during GE-SCJ development, such as FGF, EGF, PDGF, and TGF-β. Fibroblasts predominantly regulate FGF and TGF-β signaling towards the epithelial cells. In contrast, PDGF and EGF signaling onset from epithelia to fibroblasts. Interestingly, higher expression of *Fgf10* in the fibroblasts underlying columnar epithelium and *Fgf7* in fibroblasts underlying the squamous epithelia suggested discrete roles of FGF ligands in both tissue types. Similarly, higher expression of receptors *Fgfr1* in both stomach and esophageal fibroblasts, while *Fgfr2* and *Fgfr3* in the embryonic and adult esophagus epithelia were observed, respectively. In addition, a recent study showed the GATA4-driven expression of *Fgf10* in stroma underlying columnar epithelium and SOX2-mediated expression of *Fgfr2* in the squamous epithelium in establishing squamous and columnar epithelium at GE-SCJ during development^32^, conforming to our findings.

Hedgehog signaling is implicated in both esophagus and stomach epithelial morphogenesis^41,73,74^. We found that the Hedgehog ligand gene *Shh* was predominantly expressed in the early esophagus epithelial cells, indicating its role in esophagus development. However, stomach epithelial cells expressed both *Shh* and *Ihh*. Accordingly, *Shh* and *Ihh* in the differentiation and proliferation of parietal, zymogenic, mucus neck, and pit cells of antrum stomach epithelium was suggested previously^75^. EGF ligands such as *Hbegf, Tgfa*, and *Btc* were expressed in the differentiated cells in both pre- and postnatal esophageal epithelia and interact with intermediate or parabasal epithelial cells of the esophagus and underlying fibroblast subpopulation. In the stomach, except neck-like cells, most E19 cells show interactions with receptors present in both epithelial and fibroblast cells. Further, the observed decreasing gradient in the expression of BMP pathway genes correlates with its regulatory roles in organ morphogenesis^40,75^, however, its role in regulating GE-SCJ development needs further mechanistic evaluations. Extracellular matrix modulator, TGF-β signaling^76^, is predominantly regulated by the fibroblasts underlying both columnar and squamous epithelium. However, its ligand expression in the esophageal stroma increased during the development, indicating stromal TGF-β signaling mediated epithelial regulation.

In conclusion, our study comprehensively delineates epithelial and fibroblast evolution and their interaction landscape during GE-SCJ histogenesis. In particular, this study emphasized the implications of stromal niches in evolving and controlling distinct squamocolumnar epithelial stem cells and their differential regeneration (Fig. 8). These insights pave the way to elucidate how non-resident epithelial type outgrows as a precancerous metaplasia at GE-SCJ and serve as invaluable resources for studies involving gastroesophageal disorders and early cancer events in other similar tissues.

**Fig. 8:**
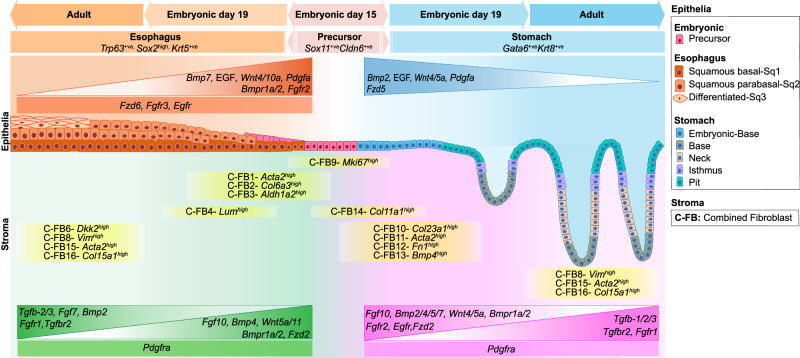
Graphical summary of the spatio-temporal signaling events during gastroesophageal histogenesis. The illustration provides a comprehensive overview of the critical signaling events occurring during the evolution of gastroesophageal epithelia and fibroblasts at the GE-SCJ. In this depiction, we elucidate the differentiation pathways of esophagus and stomach epithelial cells, starting from their precursor cells expressing *Sox11/Cldn6*+ markers at embryonic stage 15. In the upper left portion of the panel (orange shades), precursor cells undergo differentiation into stratified squamous epithelial lineage cells (characterized by *Trp63 + /Sox2 + /Krt5+* markers) as they progress through development, culminating in the formation of parabasal and terminally differentiated cells in the adult phase. Conversely, the upper right panel (blue shades) illustrates the evolution of stomach columnar epithelial cells (marked by *Gata6 + /Krt8 +* ). As development progresses, they organize into gland units with distinct epithelial regions such as the base, neck, and pit. In the lower panels, we observe the divergence in the distribution of esophageal (green shades) and stomach (magenta shades) stroma, featuring distinct subsets of fibroblasts with unique transcriptional signatures throughout development. Additionally, the regulation of key signaling pathways in the epithelia and fibroblasts, including WNT, BMP, EGF, FGF, PDGF, and TGF-ß pathways, with information on their signaling gradient established during gastroesophagus histogenesis are shown. C-FB indicates the combined fibroblast subclusters, as in Fig. 3b.

## Methods

### Mice

All animal procedures were approved by the national legal and institutional authorities (Landesamt fur Gesundheit and Soziales (LaGaSo), Berlin, Germany, G 0026/17) at the Max Planck Institute for Infection Biology, Berlin, Germany. Wild-type C57BL/6 female mice were from Jackson Laboratory. *Krt5-CreERT2; Rosa26-tdTomato* and *Krt8-CreERT2; Rosa26-tdTomato* strains were generated as described in^14^. *Axin2CreERT2*^77^ mice were bred to *Rosa-tdTomato* mice^78^ to generate *Axin2-CreERT2; Rosa26-tdTomato* mice. Cre was induced by administering tamoxifen (Sigma, T5648) intraperitoneally (0.25 mg/g body weight in 50 μl corn oil) (Sigma, C8267) at week 4 for two consecutive days. Mice were euthanized at 14–20 weeks, and the gastroesophageal tissue was removed for further analysis. The stomach isolated from the postnatal mice or embryonic days 13, 16, and 19 were used for organoid culture or fixed with 4% PFA (Sigma, 441244) for 1 h at RT. Experiments were performed in at least three biological replicates per condition. The animals were housed in autoclaved micro-isolator cages, where they had access to sterile drinking water and chow ad libitum. Mice were bred within the animal care facility, maintaining a 12 h light/12 h dark cycle, and ensuring a controlled environment with a temperature of 22.5 ± 2.5 °C and humidity at 50 ± 5%.

### Cell line

3T3-J2 cells (mouse embryonic fibroblasts), generously provided by Craig Meyers, were cultured in HEPES-buffered Dulbecco’s modified Eagle’s medium (DMEM) (Gibco, 10938-025). The culture medium was supplemented with 10% fetal calf serum (FCS) (Biochrome, S0115), 2 mM glutamine (Gibco, 25030081), and 1 mM sodium pyruvate (Sigma, S8636). Cells were maintained at 37 °C in a humidified incubator with 5% CO_2_.

### Organoid culture and maintenance

The Department of Hepatology and Gastroenterology, Charité University Medicine, Berlin, Germany, provided human esophagus, stomach, and Z-line (GE-SCJ) samples. Usage for scientific research was approved by their ethics committee (EA4/034/14); informed consent was obtained from all subjects.

### Esophageal organoids

Human esophagus tissue or mice esophageal tissues (cut open along the esophagus tube) were washed three times with ice-cold sterile 20 ml PBS. Tissue was transferred to a 100 mm dish and minced with sterile scissors to small pieces in presence of 500 μl of pre-warmed 0.5 mg/ml collagenase type II (Calbiochem, 234155) solution. The tissues were then transferred to a 15 ml tube containing 5 ml of pre-warmed 0.5 mg/ml collagenase type II solution and incubated for 45 min at 37 °C, 180 rpm in a horizontal position in an orbital shaker incubator. Cells were centrifuged at 1000 g for 6 min at 4 °C. Supernatant was discarded, and cell pellet was resuspended with 5 ml of TrypLE Express solution (Gibco, 12605-028) and incubated for 15 min at 37 °C, 180 rpm in a horizontal position in an orbital shaker incubator. Cell aggregate was dissociated by pipetting up and down 20 times with a 1 ml pipette tip and 5 ml ice cold ADF + + medium (ADF medium (Gibco, 12634) supplemented with 12 mM HEPES (Gibco, 15630080), 1% GlutaMax (Gibco, 35050-038) was added. The cell suspension was passed through a 70 μm cell strainer (Corning, 352350), and the number of cells were counted.

For mice, 30,000 cells were mixed with 150 μl of Matrigel (Corning, 356231) in a ice cold Eppendorf tube, and placed 50 μl of mix as a one drop per well at the center of well in triplicates of pre-warmed 24 well plate and incubated for at least 15 min at 37 °C incubator. After Matrigel polymerization, added 500 μl per well mouse esophagus 3D medium: ADF + + containing 1% B27 (Gibco, 17504044), 1% N2 (Gibco,17502048), 50 ng/ml murine EGF (Invitrogen, PMG8041), 100 ng/ml murine noggin (Peprotech, 250-38-100), 100 ng/ml FGF-10 (Peprotech, 100-26-B), 1.25 mM N-acetyl-L-cysteine (Sigma, A9165-5G), 10 mM nicotinamide (Sigma, N0636), 2 μM TGF-β R kinase Inhibitor IV (Calbiochem, 616454), 10 μM ROCK inhibitor (Y-27632) (Sigma, Y0503), 10 μM Forskolin (Sigma, F6886) and 1% penicillin/streptomycin (Gibco, 15140-12), and incubated for one week in 5% CO_2_ incubator at 37 °C. Media was replaced with a new esophagus medium every 3 days. For passaging, Matrigel was removed by washing with ice cold ADF + +, and single cells were generated by incubating organoids with warm 500 μl of TrypLE for 20 min at 37 °C shaker and gentle disruption by pipetting up and down for 30 times using 200 μl tip. 5000 cells were seeded per 50 μl Matrigel per well of 24 well plate with esophagus medium.

For human, 50,000 cells per well were mixed with a 3 ml of human 3D-esophageal medium, having similar media component as above with minor modification, where EGF and noggin were replaced with human forms of 10 ng/ml EGF (Invitrogen, PHG0311) and 100 ng/ml noggin (Peprotech, 120-10 C). Cells grown on collagen type 1 (Sigma, C3867) treated 6 well plate until reaching 70% cell confluence by incubating for 12–14 days in a 5% CO_2_ incubator at 37 °C. For passaging, cells were splitted into 1:2 ratio using 5 ml of TrypLE treatment and after wash, cells were seeded on Gamma irradiated 3T3-J2 cell line on a T25 flask. For organoid generation, 20,000 cells per 50 μl Matrigel per well in triplicates seeded and added with the human esophageal medium, incubated for 12–14 days. Patient-derived esophageal stem cells were enriched and expanded in 2D from 5 patients for four passages before aliquoting and biobanking. We could generate 3D organoids from these stem cells that were passaged 3-4 times in the esophagus medium.

### Stomach organoids

Corpus region of the mouse stomach was cut and washed thrice with ice cold PBS. Next corpus tissue was incubated with 0.5 mM DTT (Merck, 10197777001) /3 mM EDTA (Mecrk, E9884) in PBS solution (Gibco, 14190-169) for 90 min at RT. Corpus tissue was transferred to a 15 ml tube containing ice-cold PBS and stomach glands were isolated by shaking the tube vigorously for 1 min and number of glands were counted. 300 glands were transferred to the Eppendorf tube, supernatant was discarded by centrifugation at 400 g for 6 min at 4 °C. Gland pellet was mixed with 150 µl of Matrigel and seeded 100 glands per 50 µl Matrigel per well in a triplicate of 24 well plate and incubated for 15 min at 37 °C. After polymerization of Matrigel, added 500 µl per well of mouse 3D-stomach media containing ADF + + medium supplemented with R-spondin1 (25%) and WNT3A (25%)-conditioned medium, 1% B27, 1% N2, 50 ng/ml murine EGF, 100 ng/ml murine noggin, 100 ng/ml FGF-10, 1.25 mM N-acetyl-L-cysteine, 10 mM nicotinamide, 2 μM TGF-β-R kinase Inhibitor IV, 10 μM ROCK inhibitor (Y-27632), 10 mM gastrin (Sigma, G9145) and 1% penicillin/streptomycin and incubated for 1 week. For every 3 days, the media was replaced with fresh mouse 3D-stomach media. For organoid passaging, Matrigel was removed by resuspending with 5 ml of ice cold ADF + +, and centrifuged at 400 g for 6 min at 4 °C. Organoid pellet was added with 500 μl of TrypLE and incubated for 10 min at 37 °C in shaker and organoids were dissociated by pipetting up and down for 5 times using 200 μl tip. 3 ml of ADF + + was added, split at a ratio of 1:4 and transferred to Eppendorf tube, seeded in 50 μl Matrigel per well of 24 well plate with 3D-stomach medium.

For human stomach organoid culture, stomach gland cells were isolated similar to esophagus tissue as above with minor modification by mincing tissue, 0.5 mg/ml collagenase type II solution treatment for 30 min followed by TrypLE treatment for 15 min. Polymerized Matrigel was overlaid with 500 μl of 3D-stomach medium similar to mouse stomach medium but containing human forms of 10 ng/ml EGF, 100 ng/ml noggin, incubated for 1 week, and the media was changed every 3 days. Human stomach organoids were passaged similar to mouse stomach organoids as above.

### Organoid-forming efficiency and size analysis

Epithelial cells were counted, and 5000 cells were resuspended in 50 μl of Matrigel in triplicates to generate organoids as described above. One week after plating, images were acquired from the whole well, and the number and diameter of formed organoids were determined using ImageJ to calculate the organoid-forming efficiency and measurement of size.

### Immunofluorescence, smRNA-ISH, and microscopy

Tissues and organoids were fixed, paraffinized, and immunostained or used for smRNA-ISH labeling as described previously by us^14^. Images were acquired with AxioScan.Z1 tissue imager (Zeiss), Keyence BX800, or a confocal microscope (Leica), processed with Adobe Photoshop or Zen 2.3, and analyzed using Image J. The antibodies and dilutions are listed in Supplementary Data 1.

### Microarray expression profiling

RNA was isolated from organoids resuspended in Trizol (Invitrogen, 15596026) according to the manufacturer’s protocol. Microarrays were performed as single-color hybridizations on Agilent-028005 SurePrint G3 Mouse GE 8x60K, and probe intensities were obtained using Agilent Feature Extraction software. Raw data were background corrected, quantile normalized, and differential gene expression (*p*-Value < 0.05 and 1.5-fold change) was analyzed using the R package LIMMA. Over-representation analysis was performed using compare Cluster function in ClusterProfiler with default setting as significance cutoff and an adjusted *p*-value < 0.05.

### Single-cell isolation, scRNA-seq library preparation, and MULTIseq

Following gut extraction from pre- (E15, E19) and postnatal (Pup, Adult) mice, the esophagus, gastroesophageal squamocolumnar junction, and stomach were cut out. Tissue samples were washed in sterile PBS and minced with scissors. Minced tissue was processed separately by incubating in 0.5 mg ml^−1^ collagenase II in a shaker (45 min, 37 °C). Tissue and dissociated cells were pelleted (7 min, 1,000 g, 4 °C), and the supernatant was discarded.

For single-cell sequencing, we combined cells isolated from organoids or tissues derived from three mice and processed each tissue separately. Cells derived from in vivo tissue or organoids were resuspended in TrypLE Express and incubated in a shaker (15 min, 37 °C). The pellet was resuspended in Advanced DMEM/F-12 (ADF) medium / 0.04% BSA-PBS solution and passed through a 40 µm cell strainer (BD Falcon, 352340).

Single cells from organoids were washed with 0.1% BSA in 1XPBS and used for cell multiplexing according to the MULTI-seq protocol^79^. Sample multiplexing and library preparation for tissue were performed using 10 x Genomics 3’ CellPlex Kit and Single-Cell 3′ v3.1 RNA-seq kit. Sequencing was performed in paired-end mode with an S1 100-cycle kit using a Novaseq 6000 sequencer (Illumina).

### Bioinformatic analysis of scRNA seq data derived from in vivo tissues

#### Deconvolution of raw sequencing data and downstream analysis

Using the CellRanger (v.6.1.1) software suit provided by 10X Genomics, raw sequencing data of samples were demultiplexed and processed using the standard ‘cellranger multi’ pipeline with default parameters. Transcripts were aligned using the 10X reference mouse genome build mm10-2020-A. The raw gene expression matrices obtained per sample were then coupled with R package Seurat (v.4.1.1) for downstream analysis^80^. Contrary to other samples, no cells of the adult stomach were assigned with CMO, potentially indicating poor cell handling, library quality, or sequencing quality, and excluded from the analysis. Next, we scrutinized for potential doublets by neglecting barcodes with <100 genes, >8500 genes, and >80,000 UMI counts. Low-quality cells with >20% of the UMIs derived from the mitochondrial genome were excluded. Additionally, two subgroups of cells that passed the initial filter with poor read counts were identified and excluded from the rest of the study, leaving 7,808 cells for further analysis.

The count data were normalized using a negative binomial regression model provided by the R package sctransform (v.0.3.3)^81^. In addition, the mitochondrial mapping percentage and cell cycle scores (calculated using the ‘CellCycleScoring’ function) were regressed out during data normalization and scaling. Dimensionality reduction and data clustering were performed using the ‘RunPCA’, FindNeighbors, and ‘FindClusters’ functions, which were then visualized by implementing a nonlinear dimensionality reduction via the ‘RunUMAP’ function.

From 7,808 cells, we identified 6 major cell types in the first round of clustering: stromal, squamous, columnar epithelia, immune, endothelial, and neural cells. Before analyzing epithelial and fibroblast cell populations to decipher their cellular subtypes, we integrated other esophagus and stomach epithelial and stromal data (see next section 2.) to compensate for the data gap in postnatal samples. We employed the Seurat SCT integration workflow using built-in functions to do this. The reciprocal PCA approach was then used to find integration anchors between the samples using ‘PrepSCTIntegration’ and ‘FindIntegrationAnchors’ functions. These determined anchors were utilized by the ‘IntegrateData’ function, which results in the integration of cells from multiple datasets by generating a batch-corrected gene expression matrix. Nevertheless, previous original read counts (raw and normalized) were stashed for downstream analysis like differential expression testing. ‘RunPCA’, ‘FindNeighbors’, and ‘FindClusters’ functions were used for dimensionality reduction and clustering, then visualized using the UMAP algorithm. As a result, for both esophagus and stomach samples at four different time points, 6,536 integrated cells were obtained, among which 3,879 cells were from the stroma and 2,657 cells were from epithelia. Finally, we re-clustered stromal and epithelial cell groups separately to identify the subpopulations within them by repeating the same workflow.

#### Joint analysis of external scRNA-Seq data

To add reinforcement to the gastroesophageal data analyses and validations, especially for the unaccounted postnatal stages, the following external scRNA-seq datasets were downloaded from a) GEO (Gene Expression Omnibus) database using accession codes: GSE116514 and GSE157694 for adult stomach stroma^82^ and epithelia respectively^6^. b) From ArrayExpress repository with accession code: E-MTAB-8662 for postnatal esophagus epithelia^9^; c) From GSA (Genome Sequence Archive in BIG Data Center, Beijing Institute of Genomics, Chinese Academy of Sciences, http://gsa.big.ac.cn) with accession code CRA002118 for adult esophagus stroma^83^. Next, we normalized each dataset separately using the ‘sctransform’ approach by repeating the standard Seurat workflow. In addition, to remove any bias towards cell count distribution between datasets, we implemented a uniform approach where we down-sampled 10% of cells from each cluster within a dataset for further analysis. This ensures that cell-type information within each dataset is preserved. In contrast to the above methods, for the adult stomach epithelial dataset, for merging replicates, we used the standard Seurat integration workflow described in the previous section. Here, 50% of cells were downsampled from each cluster and utilized for further downstream analysis.

#### Differential expression analysis and gene set enrichment analysis (GSEA)

To identify differentially expressed genes (DEG) between cell types/clusters, we used the ‘FindAllMarkers’ function from the R package Seurat using default settings. Later, the average expression of identified DEG was calculated across cell types/clusters and visualized using a heatmap. GSEA was performed on scRNA-seq count data using the default functions provided by the R package escape (v.1.4.1)^84^.

#### Cell-cell interaction analysis

We used CellChat’s (v.1.1.3) standard pipeline to systematically infer cell-cell communication between epithelial and stromal subsets of the esophagus and stomach across different time points. First, to identify potential interactions, we pre-processed the expression matrix using the in-built functions ‘identifyOverExpressedGenes’, ‘identifyOverExpressedInteractions’, and ‘projectData’ with default parameters. Next, we used the functions ‘computeCommunProb’, ‘computeCommunProbPathway’, and ‘aggregateNet’ to infer the communication network and calculate communication probabilities. In addition, to remove the effect of cell proportion during probability calculation, we set the parameter population size as true.

#### Pseudotime analysis/cell transition trajectory and diffusion map analysis

Differentiation trajectories in our data were reconstructed using the R package URD (v.1.1.1)^85^. The diffusion map was generated by calculating the transition probabilities between cells in the data using the R package destiny (v. 3.9.1)^86^. Several simulations were run to calculate pseudotime by defining a set of cells as the starting point (root) and possible endpoint (tip) based on expression levels of stem cell and highly differentiated markers, respectively, using the standard in-built functions. Finally, the developmental trajectories were built and visualized using the ‘buildTree’ and ‘plotTree’ functions.

#### Transcription factor (TF) activity Inference

To study the TF activities of epithelial stem cells between precursor and stem cell compartment across time points, we used the R package Dorothea with default settings(v. 1.4.2)^27^.

#### Organoids scRNA-seq data processing and analysis

Sequencing data of mouse organoids were processed using the CellRanger (v3.1.0) pipeline using the commands “cellranger mkfastq” and “cellranger count” with default parameters to perform alignment against the mouse build mm10-2020-A genome assembly, UMI counting and for generating the feature barcode matrix. To demultiplex, i.e., to determine the sample origin of each cellular barcode, we used the R package deMULTIplex(v1.0.2) with default functions (https://github.com/chris-mcginnis-ucsf/MULTI-seq). As a result, each cell’s origin was obtained and utilized for further downstream analysis. Next, using R package Seurat (v.4.0.0)^80^, we split each unique sample into a separate Seurat object based on the MULTI-seq sample barcodes, which contained 765 cells from the esophagus and 90 cells from stomach samples designated for further downstream analyses. Normalization, dimensionality reduction, and clustering were done using the sctransform package with default functions. In addition, we identified a set of cells with erroneously annotated sample barcodes, which might be due to the negative cell reclassification during the demultiplexing process. Hence, we carefully assessed for the presence of such other cells (e.g., mix-up cells/doublets with substantial and coherent expression profiles of a hybrid transcriptome based on columnar and squamous epithelial marker gene expression (*Krt8/18* and *Krt5/14/6a/13*, respectively) and excluded them from further analysis. As an outcome, UMAP was derived from analyzing a total of 612 cells from the esophagus and stomach samples combined (Fig. 5r). Next, to model developmental trajectories, we used the standard pipeline provided by the R package Slingshot (v.1.6.1)^49^ with default parameters.

### Statistics and reproducibility

GraphPad Prism (v.8) was used for statistical calculations and the generation of plots. The data are displayed as mean ± s.e.m. *p* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Reporting Summary

### Source data

Source Data

## Data Availability

Microarray and scRNA-seq data supporting this study’s findings have been deposited in the GEO under accession codes GSE181409, GSE181411, and GSE227412, respectively. Previously published scRNA-seq datasets that were re-analysed here are available under accession codes GSE116514, GSE157694, E-MTAB-8662, and CRA002118. Quantitative data supporting this study’s findings are available within the paper and its supplementary information. Source data underlying the graphical representations in Figs. 4e, f, h, i, 5e, f, i, j, Supplementary. Fig. 6f, g are provided in the Source Data file. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

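The data are UMI counts of single cells from the esophagus, GE-SCJ and stomach of mice at E15, E19, pup (2 days) and adult (8 weeks) stages, made with 10x Genomics 3′ chemistry and CellPlex tags. The authors made the counts with Cell Ranger multi and the 10x mouse reference on GRCm38, assigned each cell to a region and stage by its tag, and removed barcodes by the thresholds on genes, UMIs and mitochondrial share that the methods give, as potential doublets or low-quality cells, together with subgroups of poor read counts. The counts were deposited without normalization. The percent of mitochondrial UMIs per cell was computed by the authors as the share of a cell's UMIs from mitochondrial genes and deposited with the class label, the tag and the total UMIs of each cell. In all 7808 cells, the tag was the same in both deposited lists and the UMI total equalled the deposited total. The highest mitochondrial share in a cell was 19.7%. The total was 107865155 UMIs. Of 19550 genes, 16 had no UMI.

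Cells were grouped by region and stage, and by class from the deposited labels. The squamous class joins 2 labels, and the stroma joins the fibroblast-type and smooth muscle labels without the second stromal label. Mice were pooled within each tag, so a group is a single sample, no test was run, and the precision given by depth is stated as exact 95% intervals for counting error. A sum of 0 UMIs is given with the level that 3 counts would have. Log2 ratios were computed from sums with 1 UMI added to each.

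Genes are named by symbol. For each claim, the genes are those that the sentence of the paper names. For the difference between esophageal and stomach stroma, they are the 10 genes in each direction whose smallest absolute log2 ratio over E15, E19 and pup was largest, among genes with at least 100 UMIs and the same direction at the 3 stages. For GE-SCJ epithelium, they are the 10 genes in each direction with the largest log2 ratio of E15 against adult, among genes with at least 100 UMIs over both. This rule was set before the values were seen. A gene that it picked for the stroma is not reported here. Coordinates are those of GENCODE M21 on GRCm38, the build of the counts.

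Neighbours were searched in 30 principal components of the 2000 most variable genes, after scaling each cell to 10000 UMIs and taking logarithms, and shares of same-stage neighbours were compared with 20 shuffles of the stage labels. Similarity of summed profiles is Pearson's r of log2(CPM + 10) over 15308 genes with at least 50 UMIs, in 27 groups of at least 20 cells, with a counting SD from 100 Poisson draws. Precursor-positive cells were counted at their own depth and after thinning each cell to 5000 UMIs. Sums of Y-linked genes use 4 genes. Random draws used seed 1.

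No doublets were removed beyond the authors' filter. Scrublet, run as an alternative with an expected doublet rate of 6%, set its automatic score threshold at 0.6349 and called 1 cell of the 7808. Alternatives replaced summed UMIs by the mean of each cell's own CPM, kept cells with at least 1000 UMIs and at most 10% mitochondrial UMIs, took classes from marker genes, left out the 1% of cells with the most UMIs of a gene, or left mitochondrial, ribosomal protein and hemoglobin genes out of the library size. Others changed the genes or UMIs that define a precursor-positive cell, the neighbours, components and genes of the neighbour search, and the scale and genes of the similarity.

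The comparison of stroma was tested on simulated data, drawn at the real depths from the summed profile of all stroma. In the esophagus, 200 genes were changed by the same fold at each stage. The right direction at all 3 stages was found for 98.5% of the changed genes, and 89.8% of their log2 ratios lay within 0.5 of the truth. None of 11432 unchanged genes with at least 100 UMIs had a smallest ratio that reached 1. The draws hold Poisson counting error only, without differences between cells, mice, pools or shares of smooth muscle. They therefore do not show how often single pools differ without a difference between the regions. For the similarity, 2 Poisson draws of the E15 GE-SCJ squamous profile had an r of 0.989 over 2802 genes.

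The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5 and matplotlib 3.10.9. Postnatal cells from other studies, subclusters, transcription factor activity, communication scores, organoids, lineage tracing and tissue images are not analysed here.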

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

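Of the tests in this part, those of free RNA and of doublets for the cells with Y-linked UMIs, of prenatal cells with the adult tag, of the depth of the pup cells and of free RNA for the second stromal label were chosen only after the result was seen, and so were the alternatives with the fibroblast label alone and with cells thinned to 2000 UMIs.

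Among the 143 adult-tagged GE-SCJ cells, 6 (4.20%, 1.56 to 8.91) had a UMI of a Y-linked gene and none of *Xist*. The paper does not analyse sex-linked genes, and its methods name female C57BL/6 mice. Free RNA of the shared pool was tested on the 119 adult-tagged GE-SCJ cells whose 15 nearest neighbours were not mostly prenatal. Of them, 4 (3.36%, 0.923 to 8.38) had a Y-linked UMI, below the 11 (45.8%, 25.6 to 67.2) of the 24 cells with mostly prenatal neighbours, which argues against free RNA. The 6 cells of the pattern are among the 24 (25.0%) and among the 11, so the 45.8% is partly set by their selection. Doublets of a prenatal male and an adult female cell would carry *Xist*, which only 1.68% of the 119 others lacked, and this argues against doublets. The 37.5% of the 24 cells without *Xist* holds the 6, picked for lacking it, so that share is partly set by the selection. What stays open is that prenatal cells carry the adult tag. The 45.8% is what this explanation needs, so it may account for the cells, as a hypothesis found and tested on the same counts. The neighbour search used components that hold genes which differ between the stages, so the grouping is partly circular. In the adult esophagus, 1 of 14 cells with mostly prenatal neighbours (7.14%) and 0 of 321 others showed the pattern. A male mouse among the adults was not tested on its own.

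Y-linked UMIs were present in 70.8% of E15 cells and 40.1% of E19 cells, but in 4.96% of pup and 7.32% of adult cells, a signal the paper does not analyse. Low depth of the pup cells was tested by *Xist*, which 95.3% of pup cells carried against 41.3% at E15 and 62.3% at E19. That share also depends on the sex of the cells, so *Xist* alone does not decide it. Scaled by depth, Y-linked genes were at 3.21 CPM in the pup, against 148 CPM at E15 and 75.6 CPM at E19. In the stomach, 6.63% of pup cells at a median of 15676 UMIs had a Y-linked UMI, against 75.1% of E15 cells at 12266.5. Depth therefore does not account for the missing Y-linked UMIs. Free RNA was not tested on its own, though pup and adult cells went through the same pool. Embryos of both sexes in the prenatal pools and females after birth remain open as a biological difference, which was not tested, since cells carry no label of the mouse. If so, differences between the prenatal and postnatal pools would include sex. Without sex-linked, hemoglobin, mitochondrial and cell cycle genes, 77.9% of neighbours shared the stage, and with every cell thinned to 2000 UMIs 72.3%, so neither these genes nor depth alone accounts for the grouping by stage.

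The second stromal label of the deposited annotation had an *Upk3b* UMI in 96.4% of its 139 cells, a signal in cells on which the paper does not report. Free RNA was tested on immune cells, of which 1.41% carried an *Upk3b* UMI. This argues against free RNA. Mesothelium of the outer wall is an open biological explanation, and it was not tested beyond the marker genes.

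*Fn1* was lower in esophageal than in stomach stroma at E15, with a log2 ratio of -0.12 (-0.19 to -0.05), and higher in the pup, with 1.08 (0.90 to 1.27). Stages moved in opposite directions, and the difference between them was not tested, because each stage is a single pool. A different share of smooth muscle cells was tested within the fibroblast label, where the ratio was -0.23 at E15 and 0.73 in the pup, so it does not account for the change of direction. At E19 the fibroblast label gave 0.03 (-0.02 to 0.08). A difference of age between the regions, and the sex and number of the mice in each pool, stay open and were not tested.

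*Wnt5a* was also lower in esophageal stroma at E15, with a log2 ratio of -0.40 (-0.57 to -0.23), and at E19, with -0.60 (-0.74 to -0.46), and higher in the pup, with 0.88 (0.53 to 1.25). Here, too, the directions were opposite and the difference between the stages was not tested. Within the fibroblast label the ratios were -0.52, -0.89 and 0.51 (0.09 to 0.96), so the share of smooth muscle cells does not account for it. Development of the regions at different times and the make-up of the pup pools remain open and were not tested.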

How the results depend on the processing

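The alternatives were set before the data were examined, except 3 that were chosen after seeing the data. These took stroma from the fibroblast label alone, left out the 6% of cells with the highest Scrublet score, or thinned every cell to 2000 UMIs before the neighbour search. Leaving out the cells that Scrublet calls doublets was not run, because its threshold called 1 cell. No paired analysis was possible because cells carry no label of the mouse. With a single pool per group, a value counted as moved when it left its 95% interval for counting error.

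Of 4032 alternative log2 ratios of 611 results, 3559 stayed within the interval, 462 moved and 11 reversed. Leaving out cells with under 1000 UMIs or over 10% mitochondrial UMIs reversed none and moved 6, and the library size without mitochondrial, ribosomal protein and hemoglobin genes reversed none and moved 12. Of 10098 gene levels, 2945 moved, of which 875 with that library size, whose median change was 0.41 on the log2 scale against 0.09 for ratios.

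Without the 1% of cells with the most UMIs of the gene, the log2 ratio of adult GE-SCJ columnar over squamous cells reversed to 0.28 for *Krt7*. That of E19 over E15 columnar cells of the stomach reversed to 0.25 for *Muc6*, and that of pup esophageal over stomach stroma to 0.02 (0.0230) for *Mki67*. These 3 directions rest on few cells, as the alternative leaves out no others. Why these cells differ was not tested. Under it, the ratio of esophageal over stomach stroma moved to -2.76 for *Rspo3* at E19, and for *Dkk2* to -2.83 at E15 and -3.75 at E19; the cause was not tested.

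With the mean of each cell's own CPM, the fibroblast over smooth muscle ratio of *Postn* in the pup stomach reversed to -0.13, and the E15 ratio of *Dkk2* moved to -2.14. With stroma from the fibroblast label alone, the E19 ratio of *Acta1* between the regions reversed to 0.51, and the ratio of epithelium over stroma of *Pdgfc* in the stomach reversed to 1.34 at E15 and 0.34 at E19. The *Rspo3* ratio moved to -0.41 at E15 and -3.46 at E19. For these changes the cause was not tested.

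With classes from the marker genes, the ratio of E15 over pup esophageal stroma reversed to 0.05 (0.0468) for *Igf1* and that of esophageal over stomach stroma in the pup to 0.07 (0.0683) for *Hand2os1*. Epithelium over stroma in the esophagus reversed to -0.02 (-0.0161) for *Tgfb1* at E19 and to -0.16 for *Pdgfa* in the pup. In the pool, the share of squamous cells moved to 8.25%, of columnar cells to 26.1%, of epithelium to 34.3% and of stroma to 58.9%. Without the highest Scrublet scores, stroma made up 58.4%. The cause was not tested.

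Precursor-positive shares of GE-SCJ epithelium moved to 28.0% at E15, 11.0% at E19 and 0.593% in the pup with 2 UMIs of each gene. Thinned to 5000 UMIs they were 18.6%, 1.014% and 0%, and with *Sox11*, *Cldn6*, *Vcan* and *Bex1* the E19 share was 10.7% and the pup share 0.593%. More UMIs or fewer reads lower a share by construction. E15 stayed above the pup under each of these, while the E19 share depends on depth. In the esophagus, those 4 genes gave 5.48% at E15 and 0.699% at E19, and classes from marker genes 34.6% at E15. Of 66 values of 11 such results, 26 moved.

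Similarity depends on the scale and the genes, and 1030 of its 1035 values moved. With log2(CPM + 1), r between squamous cells of the esophagus and columnar cells of the stomach was 0.885 at E15 and 0.802 in the pup, and between those of the GE-SCJ 0.909 and 0.851. Genes with at least 500 UMIs gave 0.882, 0.757, 0.916 and 0.833, and the 2000 most variable genes 0.666, 0.481, 0.774 and 0.612. In each case r was lower in the pup than at E15.

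Same-stage neighbours moved with 50 neighbours to 70.4% over all cells, 78.7% in epithelium and 74.1% in stroma, and with 10 principal components to 71.2%, 81.4% and 75.3%. Thinned to 2000 UMIs they were 72.3%, 79.4% and 70.9%. Without cell cycle, mitochondrial, hemoglobin and sex-linked genes, the share over all cells was 77.9%. Each stayed far above the shuffled share. The cause was not tested.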

Differences from the paper's values

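No test of a cause is reported in this part. The comparison of stomach epithelium as ratios was chosen only after the values were seen, because mean UMIs per cell here were 6.94 to 18.6 times the paper's means in Supplementary Data 10.

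For *Rspo3*, the log2 ratio of mean expression in esophageal over stomach stroma at E15 was -0.09 (-0.087) here and 0.28 by the paper's means in Supplementary Data 6. None of the alternatives set before the data were examined closed the gap. In the pup it was -0.20 against the paper's 0.14, which lies within the interval for counting error of the ratio here. The pup values therefore do not differ by more than counting error. With the mean of each cell's own CPM the pup ratio was 0.20, while the other alternatives set before the data were examined kept it negative. For *Dkk2* at E19 it was -3.13 against the paper's -4.07. The gap narrowed with the mean of each cell's own CPM, at -3.49, and without the 1% of cells with the most *Dkk2* UMIs, at -3.75. Neither reached the paper's value, but the gap that remained did not exceed the counting error of the ratio here. The other alternatives set before the data were examined gave -3.13 to -3.01.

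In stomach epithelium, the log2 ratio of E19 over E15 was -0.28 for *Pdgfa* against the paper's -0.98, 0.37 for *Pdgfb* against the paper's -0.18, and -0.52 for *Pdgfc* against the paper's -1.73. None of the alternatives set before the data were examined closed these gaps. *Pdgfb* had only 0.186 and 0.232 UMIs per cell at E15 and E19. Its change here did not exceed counting error, so its gap is not settled.

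The paper states that *Dkk2* is strong in the esophagus and lower in the stomach, from in situ hybridization of tissue as well as from single cells. Here, *Dkk2* was lower in esophageal stroma at E15, with a log2 ratio of -1.67 (-2.06 to -1.32), and at E19, and the paper's own means in Supplementary Data 6 give -1.91 at E15. The paper restricts *Dkk2* and *Sfrp4* to fibroblasts of the adult esophagus, in a comparison of E19 and adult stages. The adult stomach is not analysed here, so the regions were not compared in the adult. In the adult esophagus, *Dkk2* had 255 CPM in stroma and 514 CPM in fibroblasts, above each stomach value up to the pup, and *Sfrp4* had 179 CPM in fibroblasts. In stomach fibroblasts, *Dkk2* had 56.3 CPM and *Sfrp4* 8.12 CPM at E15, against 1.06 CPM of *Sfrp4* in immune cells. E15 lies outside that comparison of the paper. At E19, the *Dkk2* log2 ratio of esophagus over stomach was -3.12 within the fibroblast label. *Kremen1*, which the paper places in esophageal epithelium alone, had 31.0 CPM in pup esophageal stroma and 32.8 CPM in pup stomach stroma, against 6.64 CPM in immune cells.

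Among squamous lineage genes that the paper places in esophageal epithelium alone, *Klf5* had 684 CPM at E15 in columnar cells of the stomach against 700.3 CPM in squamous cells of the esophagus, and *Sox2* had 90.1 against 245 CPM. Of the 4 WNT ligands placed in squamous epithelium alone, *Wnt4* had 89.8 CPM in pup columnar cells of the stomach against 14.6 CPM in immune cells, and the other 3 were at most 1.29 CPM (*Wnt5b*) there.

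The paper gives E15 as the main source of the precursor population. It took that population as a subcluster from re-clustering of cells positive for *Vcan*, *Igf2*, *Sox11* and *H19*. The precursor-positive cells here are all GE-SCJ epithelial cells with UMIs of these genes, a broader set. The shares are therefore not directly comparable. Of the precursor-positive cells here, 61.2% came from E19 and 31.3% from E15. With each cell thinned to 5000 UMIs, set before the data were examined, E15 gave most, 18 of 23 cells against 3 from E19, and with *Sox11*, *Cldn6*, *Vcan* and *Bex1* it gave 36 of 73 against 33, while the other alternatives kept E19 first. The paper reports none in the adult, where 4 of 106 cells (3.77%) were positive here, within counting error of the 1.13% of immune cells.

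*Shh*, described as high in prenatal stomach epithelium, was higher in esophageal epithelium at E15, with 104 against 28.7 CPM, and the discussion of the paper places it in the early esophagus. At E19 it had 27.5 CPM in the esophagus and 36.9 CPM in the stomach.

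Of the 8 trends of *Pdgfa*, *Pdgfb*, *Pdgfc* and *Hbegf* in the epithelia of both tissues, which the paper describes as declining, *Pdgfa* and *Pdgfc* declined in the esophagus and *Pdgfc* in the stomach. *Hbegf* rose in the stomach, with a log2 ratio of E15 over pup of -1.02 (-1.21 to -0.83), and in the pup esophagus, with -1.44. Stomach *Pdgfa* had -0.04 (-0.21 to 0.12), and *Pdgfb* did not change beyond counting error in either tissue.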

Other observations

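Of the tests in this part, those of free RNA, of prenatal cells with the adult tag, of doublets by *Xist* and of the number of E19 cells were chosen only after the result was seen, and so was the alternative with the fibroblast label alone.

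The precursor-positive share of GE-SCJ epithelium fell from E15 to the pup. Thinned to 5000 UMIs per cell, E15 kept 18.6%, above the upper limit of the pup share, which argues against depth as the whole cause. None of 82 E15 immune cells was positive, with an upper limit of 4.40%, which argues against free RNA. A loss of the gene program during development may explain the fall, as a hypothesis. The sex and number of the mice in each pool were not tested.

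Some adult-tagged GE-SCJ epithelial cells were precursor-positive. Free RNA was tested on 7 of the 10 genes with the largest ratio of E15 over adult, those neither used to pick the cells nor Y-linked. Together they had 420 CPM (309 to 556) in the 4 cells, from 48 UMIs of which 30 are of *Mdk*, against 32.6 CPM (25.0 to 41.7) in the other 102 adult-tagged epithelial cells, 52.9 CPM (32.7 to 80.8) in the 16 columnar cells among these and 121 CPM (110.0 to 133) in immune cells, which argues against free RNA. An earlier test on *Sox11* is set aside, since the 4 cells carry it by definition; its level of 149.9 CPM (100.4 to 215) in 6 cells with *Vcan*, *Igf2* and *H19* UMIs overlapped the 86.9 CPM (46.3 to 149) of 40 adult immune, endothelial and neural cells. Prenatal cells that carry the adult tag and doublets of a prenatal and an adult cell are candidate explanations that cannot be told apart for the 4 precursor-positive cells, since all 4 had *Xist* UMIs (18 to 125) and none a Y-linked UMI, which a female prenatal cell and a doublet would both show. The 4 are among the 24 adult-tagged cells with mostly prenatal neighbours. Of these, 25.0% had a Y-linked UMI and no *Xist* UMI, and 37.5% had no *Xist* UMI against 1.68% of the others, which argues against doublets for cells without *Xist* but not for the 4. The 24 cells had 2072 CPM of *H19* against 139.9 CPM in the others. Their median of 15751 UMIs against 10115 does not decide it, because the groups also differ in the cell classes they hold. Rare precursor cells in the adult remain open and were not tested.

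E19 gave 90 of the precursor-positive GE-SCJ cells and E15 gave 46. The share per epithelial cell was 29.2% at E19 and 46.0% at E15, so the larger number of E19 cells in the pool may explain the order. The order did not hold with each cell thinned to 5000 UMIs, where E15 gave 18 and E19 gave 3, or with *Sox11*, *Cldn6*, *Vcan* and *Bex1*, where E15 gave 36 and E19 gave 33.

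*Dkk2* was higher in stomach than in esophageal stroma before birth. Within the fibroblast label the E19 log2 ratio was -3.12 (-3.70 to -2.64), and without the 1% of cells with the most *Dkk2* UMIs it was -3.75 (-4.63 to -3.12), which argues against a different share of smooth muscle cells and against a few cells with many UMIs. A difference between the regions before birth may explain it, as a hypothesis. Whether it holds in other mice was not tested.

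The second squamous label holds 29 cells in the esophageal pup. They had 5491 CPM of *Krt7* against 96.3 CPM in the 56 cells of the first squamous label, 1001 against 14.0 CPM of *Msln*, 6915 against 1456 CPM of *Krt13*, 12.4 against 732 CPM of *Krt5* and 0 CPM (0 UMIs) against 333 CPM of *Trp63*. Doublets of squamous and mesothelial cells were tested by *Upk3b*, which had 4.98 CPM (0.603 to 18.0) in them against 864 CPM in the mesothelial-like cells, and *Wt1* had no UMI, which argues against doublets. A suprabasal state of the epithelium may explain the label, as an untested hypothesis. The genes and this label were chosen after their values were seen.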
